# Using single-worm RNA sequencing to study *C. elegans* responses to pathogen infection

**DOI:** 10.1186/s12864-022-08878-x

**Published:** 2022-09-14

**Authors:** Archer J. Wang, Phillip Wibisono, Blake M. Geppert, Yiyong Liu

**Keywords:** Single-worm RNA sequencing, Low-input RNA sequencing, Library preparation, Library quality metrics, Pathogen infection, *Caenorhabditis elegans*, Immune response

## Abstract

**Background:**

*Caenorhabditis elegans* is an excellent research model whose populations have been used in many studies to address various biological questions. Although worm-to-worm phenotypic variations in isogenic populations have been persistently observed, they are not well understood and are often ignored or averaged out in studies, masking the impacts of such variations on data collection and interpretation. Single-worm RNA sequencing that profiles the transcriptomes of individual animals has the power to examine differences between individuals in a worm population, but this approach has been understudied. The integrity of the starting RNA, the quality of the library and sequence data, as well as the transcriptome-profiling effectiveness of single-worm RNA-seq remain unclear. Therefore, more studies are needed to improve this technique and its application in research.

**Results:**

In this study, we aimed to develop a single-worm RNA-seq method that includes five steps: worm lysis and RNA extraction, cDNA synthesis, library preparation, sequencing, and sequence data analysis. We found that the mechanical lysis of worms using a Qiagen TissueLyser maintained RNA integrity and determined that the quality of our single-worm libraries was comparable to that of standard RNA-seq libraries based on assessments of a variety of parameters. Furthermore, analysis of pathogen infection-induced gene expression using single-worm RNA-seq identified a core set of genes and biological processes relating to the immune response and metabolism affected by infection. These results demonstrate the effectiveness of our single-worm RNA-seq method in transcriptome profiling and its usefulness in addressing biological questions.

**Conclusions:**

We have developed a single-worm RNA-seq method to effectively profile gene expression in individual *C. elegans* and have applied this method to study *C. elegans* responses to pathogen infection. Key aspects of our single-worm RNA-seq libraries were comparable to those of standard RNA-seq libraries. The single-worm method captured the core set of, but not all, infection-affected genes and biological processes revealed by the standard method, indicating that there was gene regulation that is not shared by all individuals in a population. Our study suggests that combining single-worm and standard RNA-seq approaches will allow for detecting and distinguishing shared and individual-specific gene activities in isogenic populations.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08878-x.

## Background

*Caenorhabditis elegans* is a 1-mm-long roundworm that has been used as a model organism in biological research for more than half a century. In many studies, experiments were performed on isogenic worm populations. Although worm-to-worm phenotypic variations in these populations were persistently observed, such variations were either ignored or averaged out in the final measurements. However, some variations are significant and should be taken into account during data collection and interpretation. For example, in aging research, individual wild-type worms may die at as early as 10 days, while some individuals may live up to 30 days, resulting in a 300% difference in lifespan in the same wild-type population [1]. Thus, treatments that extend lifespan should be examined with consideration of this variability. While the exact causes of differences in individuals with the same genetic background are unclear, Perez et al. reported that maternal age generates phenotypic variations within progenies partly due to age-dependent changes in the maternal provisioning of the yolk proteins vitellogenins to embryos [2]. Interestingly, the expression of a transcriptional reporter of heat shock protein gene *hsp-16.2* was used to accurately predict variance in longevity and resistance to stress in isogenic populations [3, 4]. Because the phenotypes of an organism are the output of its physiological state, which in turn is influenced by a variety of factors, including genetic, environmental, and metabolic processes, the causes underlying phenotypic variations between isogenic individuals could be highly plastic and complex. Nonetheless, it is generally agreed that stochastic factors contribute to the variability between individuals in an isogenic population as well as between cells of the same type within an individual [5]. However, the nature of such stochastic factors remains a mystery. Approaches focusing on single worms or single cells, such as single-worm RNA sequencing and single-cell RNA sequencing, could provide insights into the underlying molecular basis for such variabilities.

In recent years, single-cell RNA-seq has been rapidly developed and widely used to detect cell-to-cell variations in gene activities within a cell population. In *C. elegans*, for example, single-cell RNA-seq has been used to define consensus expression profiles of various cell types at different developmental stages [6, 7]; examine the connectivity and function of individual neurons, including rare neuron types [8, 9]; and map the effects of expression quantitative trait loci at cellular resolution [10]. These advances have enabled researchers to investigate the internal interactions and differences within a cell population, deconvolving the cellular heterogeneity in tissues. In *C. elegans*, single-worm RNA-seq that profiles the transcriptome of the whole animal may have the power to probe individual-to-individual variations within a worm population. Indeed, Dillman and colleagues have adapted a single-cell RNA-seq protocol, Smart-seq2 [11], for single-worm RNA-seq and have analyzed the pathogenesis of individual insect-parasitic nematodes, *Steinernema carpocapsae*, as well as individual embryos and L1 larvae from two *Steinernema* and two *Caenorhabditis* species including *C. elegans* [12–15]. Despite this progress, the integrity of the starting RNA, the quality of the library and sequence data, and the transcriptome-profiling effectiveness of single-worm RNA-seq still remain unclear. Overall, this emerging technique holds the promise of examining differences between individuals in an isogenic population, but more studies are needed to characterize and improve its usefulness for wide application in research.

Compared to standard RNA-seq that uses RNA from hundreds to thousands of worms as input, single-worm RNA-seq faces two major technical challenges: low input RNA from a single worm and low accessibility of that RNA due to the nematode’s thick surrounding cuticle. While the limited amount of input RNA can be overcome by adapting library preparation methods from single-cell RNA-seq, the harsh chemical lysis condition commonly used to penetrate the worm cuticle and access the RNA could potentially cause RNA degradation [12–15]. In the current study, we tested three different conditions for the mechanical lysis of worms and found an optimal condition to maintain RNA integrity. Using RNA isolated from single worms as input, we synthesized cDNA, constructed sequencing libraries, and then evaluated the quality of our libraries by comparing them to standard RNA-seq libraries that were made with 2.5 µg of total RNA using the TruSeq Stranded mRNA Library Preparation Kit (Illumina) [16]. Overall, the key parameters of our single-worm libraries, including alignment rate, rRNA content, read coverage over the position of transcripts, and duplication rate, were comparable to or slightly below those of standard libraries. The concordance of gene expression quantification was less consistent between replicates in single-worm RNA-seq than in standard RNA-seq, possibly because the biological replicates in the former were different individual worms with the same genetic background while the biological replicates of the later were pooled samples that masked individual differences. When applied to the analysis of differentially expressed genes (DEGs) induced by pathogen infection, the single-worm RNA-seq method identified the core set of DEGs and biological processes affected by infection. These results demonstrate the effectiveness of our single-worm RNA-seq method in transcriptome profiling and the usefulness of its application to address biological questions.

## Results

### Overview of the single-worm RNA-seq workflow

The workflow of our single-worm RNA-seq method includes five major steps, namely, worm lysis and RNA extraction, cDNA synthesis, library preparation, sequencing, and sequence data analysis. The scheme of our workflow is depicted in Fig. 1. Briefly, we tested three different conditions for the mechanical lysis of worms prior to RNA extraction and chose the condition that generated the highest quality RNA for use in downstream procedures. For cDNA synthesis, the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio) was used because of its high sensitivity and its ability to generate full-length cDNA. The cDNA was then made into sequencing-ready libraries using the Nextera XT DNA Library Prep Kit (Illumina). Sequencing was performed on an Illumina HiSeq 2500 sequencer to produce a sufficient number of paired-end reads. The resulting sequence data were then subjected to alignment and differential gene expression analyses. At each step, the results of the single-worm RNA-seq method were compared to those of the standard RNA-seq method by analyzing key parameters. Five biological replicates of four group samples were used for RNA-seq analysis (Table S1). The four group samples were single and bulk worms with or without *Pseudomonas aeruginosa* infection. The RNA-seq analysis of the single-worm samples was conducted in the current study. 

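Expression values of 20 RNA-seq samples were analysed, 5 in each of 4 groups: infected and uninfected worms, each prepared as single worms or as pooled worms of the standard RNA-seq. Infection was a 24 h exposure to P. aeruginosa at 25 °C of worms grown at 20 °C. The uninfected worms had E. coli OP50 in its place. Changes given here as effects of infection can therefore not be separated from effects of the change of bacteria. The 10 standard libraries came from an earlier study of the authors, so the method could not be separated from the study or the library kit. The sample labels differ from the paper in some details. They give the single-worm kits (SMART-Seq v4 and Nextera XT) for all 20 samples, whereas the paper gives TruSeq Stranded mRNA for the standard libraries. They name young adult worms, which need not differ from the paper, whose L4 is the stage at transfer, 24 h before collection. The treatment field of the labels names PA14 for every sample. The uninfected state was taken from the sample titles and the agent field of the labels, which names uninfected controls. The standard columns are named only by number, from Standard_01 to Standard_10. Standard_01 to Standard_05 were taken as uninfected and Standard_06 to Standard_10 as infected, because Fig. 5C shows them as the 2 clusters that its text calls the experimental groups and because the fold changes in the authors' deposited table equal those of the latter 5 over the former 5. No replicate number was read from these columns. The authors aligned the reads to the ce10 genome with HISAT2, counted fragments on exons with featureCounts and divided the read counts of each library by a DESeq2 size factor, separately for each method. Their 2 tables of normalized read counts hold 42048 genes each. Dividing each column by its smallest step gave whole numbers of reads within 0.01 in 100% of the values, so the read counts were recovered. The reads on genes per library ranged from 16599563 to 21835661 (median 19484111) in infected and from 18373019 to 22845089 (median 20558621) in uninfected single worms. In the standard libraries they ranged from 18756821 to 31562376 (median 29993392) in infected and from 25456775 to 34883195 (median 29871427) in uninfected samples. No library repeated another of its group, since the chi-square statistic per gene between replicates of the same group was at least 2.67.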

The RNA-seq analysis of the bulk samples was conducted by us in a previous study [16] and used here as a standard to evaluate the single-worm RNA-seq analysis. Below we describe the five major steps in detail.

**Fig. 1:**
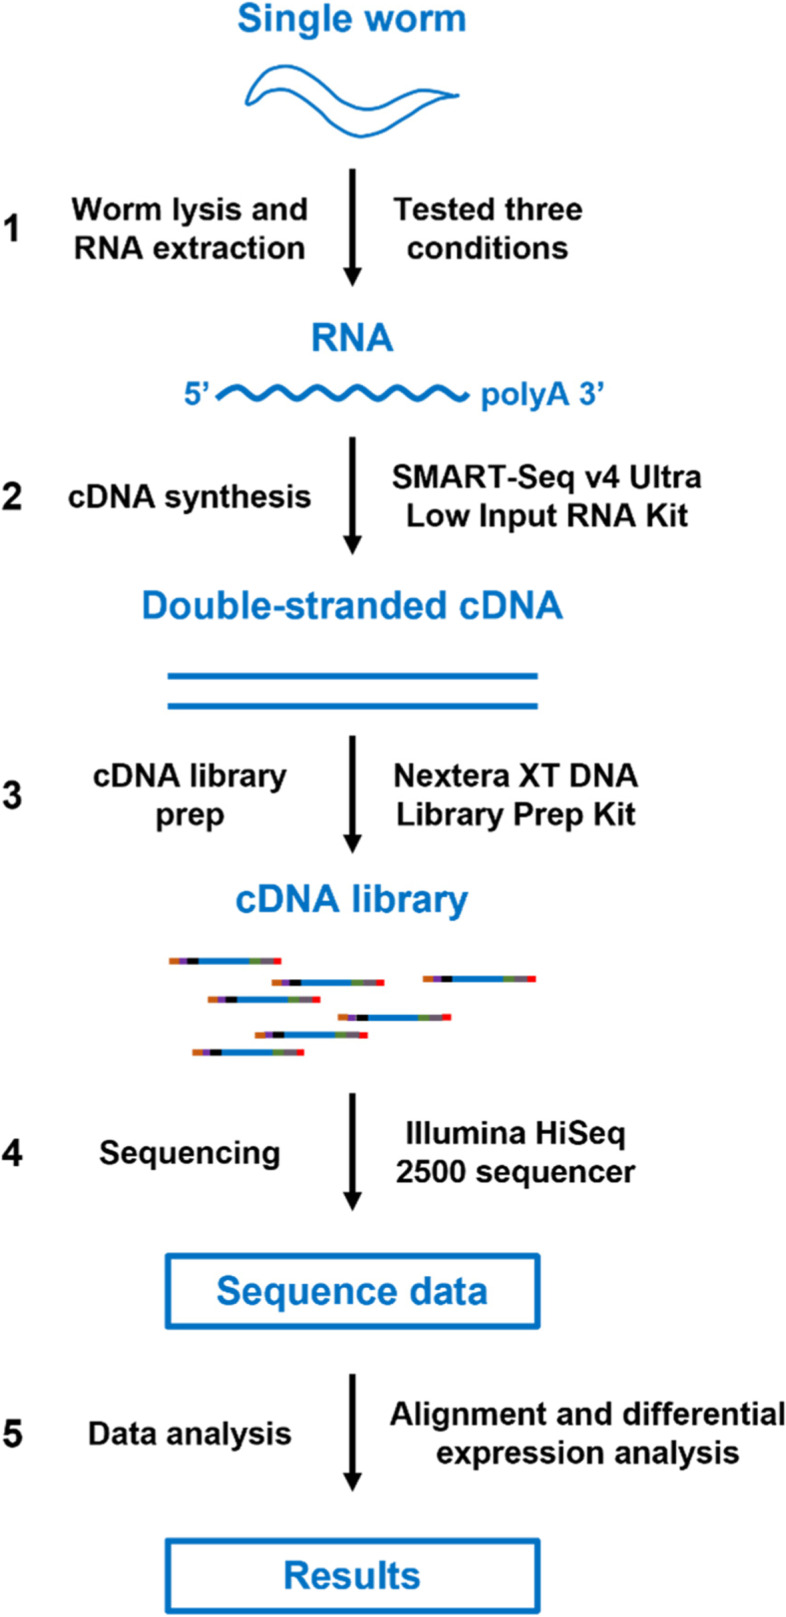
Scheme of the single-worm RNA-seq workflow. The workflow includes five steps: worm lysis and RNA extraction, cDNA synthesis using the SMART-Seq v4 Ultra Low Input RNA Kit, cDNA library prep using the Nextera XT DNA Library Prep Kit, sequencing, and sequence data analysis including alignment and differential gene expression analysis

### Worm lysis and RNA extraction

In the single-worm RNA-seq method developed by Dillman and colleagues [14, 15], a worm was cut, chemically lysed in a lysis buffer, and then subjected to reverse transcription using SMART-Seq2 reagents. Because the SMART reagents work best with isolated RNA as input [11] and the harsh lysis buffer used to chemically penetrate the worm’s thick cuticle could potentially degrade RNA molecules, we wanted to mechanically break worms, isolate RNA, and then use that RNA as input in our single-worm RNA-seq protocol. To this end, we tested three different conditions for the mechanical lysis of worms prior to RNA extraction using the RNeasy Mini Kit (Qiagen). These conditions were (1) shearing worms with a TissueLyser (Qiagen) without prior worm processing, (2) incubating worms in a lysis buffer followed by shearing with a TissueLyser, and (3) incubating worms in a lysis buffer followed by shearing with a QIAshredder spin column (Qiagen) (Table 1). Because it is difficult to check RNA quality and quantity from a single worm due to the limited amount of RNA, we carried out our testing with 30 worms per group under each condition. Our results showed that while all three conditions produced similar amounts of RNA (Fig. 2A), shearing with a TissueLyser without prior processing (Condition 1 in Table 1) generated the highest quality RNA with an RNA Quality Number (RQN) of 10 (Fig. 2, B and C). An RQN of 10 is the highest quality score possible and indicates no RNA degradation, suggesting that RNA integrity was well preserved under Condition 1. This integrity was comparable to or higher than that of RNA isolated using the standard RNA-seq protocol, which had RQNs of 8 ~ 10 [16]. In contrast, samples generated using Conditions 2 and 3 (incubation in a lysis buffer prior to shearing) had degraded RNA with RQNs around 5 (Fig, 2 B, D and E). These results indicate that incubating in a lysis buffer similar to the one used by Dillman and colleagues [14, 15] causes RNA degradation, and that mechanical lysis without the use of a harsh lysis buffer can produce RNA of high quality. Therefore, we chose Condition 1 for isolating total RNA from single worms and then used this RNA for our downstream RNA-seq protocols.

**Table 1:** Three conditions tested for the mechanical lysis of worms

Condition	Processing before shearing	Device of shearing
1	No processing	TissueLyser LT^b^
2	Incubated in Lysis Buffer^a^ at 65 °C for 10 min, 85 °C for 1 min, then held at 4 °C in a thermocycler	TissueLyser LT^b^
3	Incubated in Lysis Buffer^a^ at 65 °C for 10 min, 85 °C for 1 min, then held at 4 °C in a thermocycler	QIAshredder spin column^c^

^a ^Lysis Buffer was composed of 50 mM KCl, 10 mM Tris–HCl, pH 8.3, 2.5 mM MgCl_2_, 0.45% Triton X-100, 0.45% Tween-20, 0.11% gelatin (w/v), 100 µg/mL proteinase K, and 200 units of RNasin Ribonuclease Inhibitor

^b ^A TissueLyser LT was used following the “Purification of RNA or Multiple Analytes form Animal and Human Tissues” protocol in the manufacturer’s manual

^c ^The QIAshredder spin column was centrifuged at 16,873 × *g* for 2 min

**Fig. 2:**
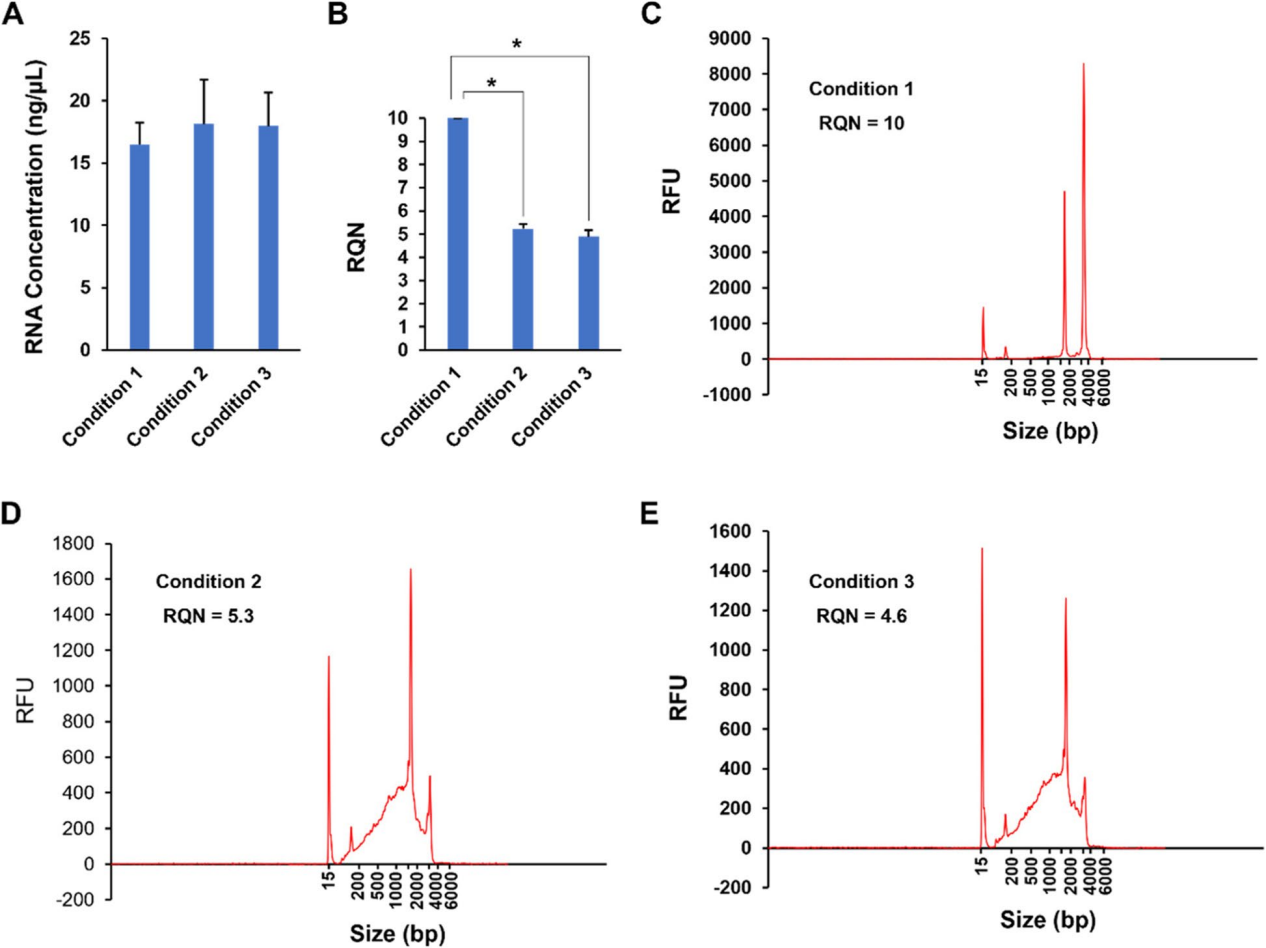
Testing three conditions for the mechanical lysis of worms. Thirty worms per group were mechanically lysed under three different conditions (Table 1), followed by RNA extraction using an RNeasy Mini Kit. **A** RNA concentrations were measured using a Qubit fluorometer. Each bar in the histogram represents the mean value of three replicates. Error bars represent standard deviation. **B** RNA integrity was assessed using a Fragment Analyzer and is expressed as an RNA Quality Number (RQN). An RQN of 10 equates to a perfect RNA sample without any degradation products, and an RQN of 1 indicates a completely degraded sample. Numbers in-between are used to indicate progressing degradation states of the RNA sample. Each bar in the histogram represents the mean value of three replicates. Error bars represent standard deviation. An asterisk (*) denotes a significant difference (*p* < 0.05) between two conditions. **C** Representative profile of RNA extracted under Condition 1. RFU stands for Relative Fluorescence Units. **D** Representative profile of RNA extracted under Condition 2. **E** Representative profile of RNA extracted under Condition 3

### cDNA synthesis, library preparation, and sequencing

With the isolated RNA from single worms as input, we generated cDNA samples using the SMART-Seq v4 Ultra Low Input RNA Kit because of its sensitivity (10 pg–10 ng of total RNA. A single adult worm typically contains ~ 35 ng of total RNA [17]) and its ability to generate full-length cDNAs using template switching technology [11, 18]. For each single-worm sample, after the reverse transcription of mRNA and PCR amplification, the resulting cDNA was of a sufficient amount to perform a quality check using a Fragment Analyzer (FA) (Agilent). The FA results showed a profile of DNA fragments ranging from 500—6,000 bp (Fig. 3A), indicating that full-length cDNAs were generated from full-length mRNA transcripts [14, 15]. If the mRNA transcripts were degraded or insufficiently reverse-transcribed, the cDNA profile would show no peaks or many small peaks [14, 15]. The cDNA samples were then made into sequencing-ready libraries using the Nextera XT DNA Library Prep Kit, which tagments (fragments and tags with adapters) and then amplifies DNA carrying sequencing adapters on both ends. A good sequencing-ready library should have fragment sizes of 250—1,000 bp and a concentration higher than 10 nM, according to the user’s manual of the Nextera XT Kit [19]. Concentration measurements and FA analyses showed that our libraries met these criteria (Fig. 3B and data not shown), indicating successful library preparations from our cDNA samples. These libraries were then pooled and sequenced from both ends (paired-end) on a HiSeq 2500 sequencer. 

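Over 10 libraries of each method, the mean number of fragments counted on exons was 19691006 in the single-worm RNA-seq and 28778561 in the standard RNA-seq. These totals count the fragments assigned to genes, each a pair of reads, and not the reads that were sequenced.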

On average, 20 million reads with a length of 2 × 100 bp were generated from each library, which were about half of the number of reads generated for a standard RNA-seq library [16].

**Fig. 3:**
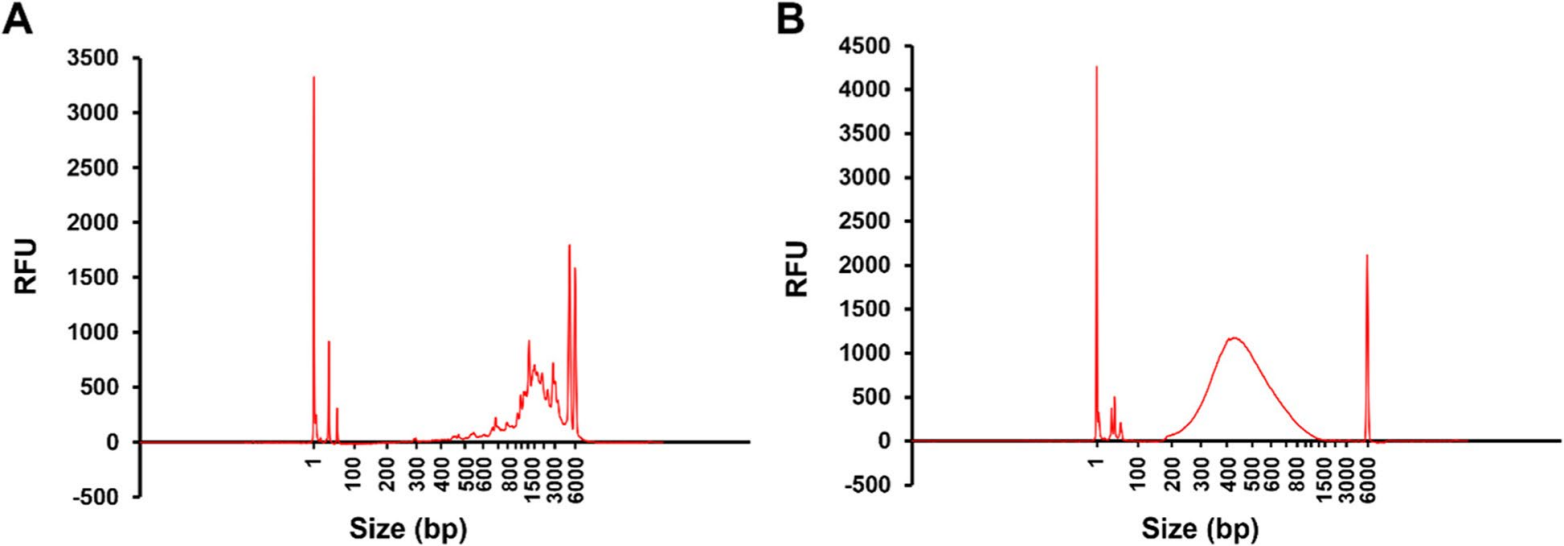
Fragment analyzer electropherograms of representative pre-amplified cDNA and sequencing libraries. **A** Representative profile of a cDNA library synthesized from a single worm’s RNA using the SMART-Seq v4 Ultra Low Input RNA Kit. RFU stands for Relative Fluorescence Units. **B** Representative profile of a sequencing library prepared from a single worm’s cDNA using the Nextera XT DNA Library Prep Kit

### Library quality metrics

In next-generation sequencing (NGS), a key factor affecting sequence data quality is library quality, i.e., sequence data can only be as good as the input library. Besides the above-mentioned library size and concentration, library quality can be additionally assessed by examining several key parameters, including alignment rate, rRNA content, read coverage over the position of transcripts, and duplicates. Here, we evaluated these parameters in our single-worm RNA-seq libraries and compared them to those observed in standard RNA-seq libraries. To this end, we aligned our sequence data to the *C. elegans* reference genome (ce10, UCSC) using HISAT2 [20] and then analyzed library quality using the Picard tools [21]. On average, 93.84% of the reads from the single-worm libraries were aligned to the reference genome, slightly lower than the alignment rate (98.36%) of the standard libraries (Fig. 4A). Among the aligned reads of the single-worm samples, 81.09% corresponded to coding sequences, 5.57% to untranslated regions (UTRs), 6.05% to intronic sequences, and 3.33% to intergenic sequences, all of which were comparable to the percentages observed in the standard samples (Fig. 4B). While the coverage across transcripts from 5’ to 3’ was balanced in the standard libraries, such coverage in the single-worm libraries was slightly biased towards the 3’ end (Fig. 4C), indicating that the 5’ ends of the RNA molecules in these samples were either not adequately protected from degradation during RNA extraction or were not sufficiently transcribed during cDNA synthesis or both. For rRNA contamination, 3.94% of the reads were rRNA sequences in the single-worm libraries, which was significantly higher than the 0.12% observed in the standard libraries (Fig. 4D). The single-worm libraries also had more duplicates than the standard libraries (45.11% vs. 28.31%) (Fig. 4E). Overall, the quality of the single-worm libraries was comparable to that of the standard libraries, with some parameters slightly worse than the standard. Indeed, by comparison, the quality metrics of our single-worm libraries were better than many of the libraries prepared using other commercial library kits [22, 23].

**Fig. 4:**
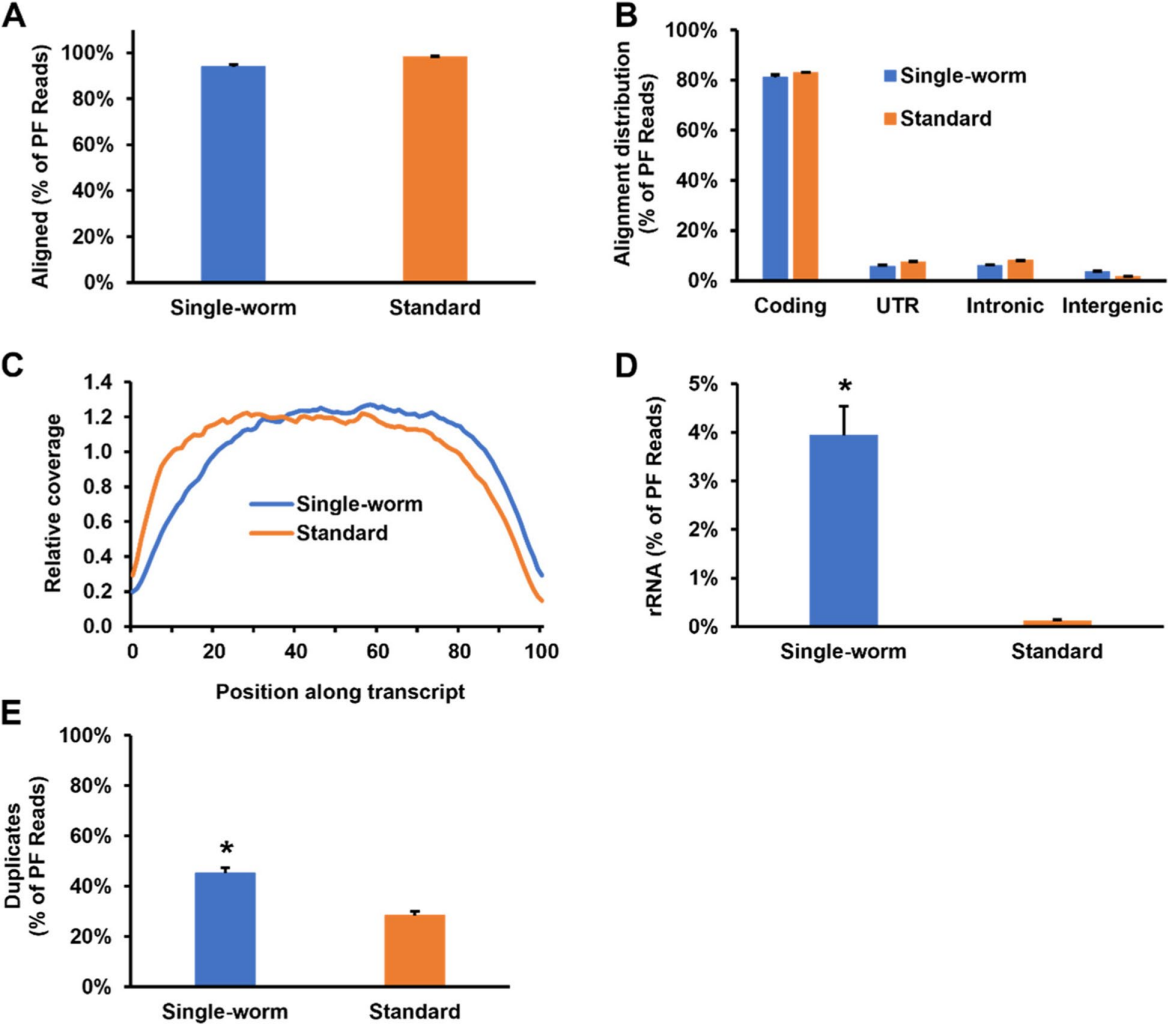
Quality metrics of single-worm and standard RNA libraries. **A** Alignment rates were calculated as the percentage of reads mapped to the *C. elegans* reference genome out of the total passing-filter reads. Each bar in the histogram represents the mean value of five libraries. Error bars represent standard deviation. **B** Alignment distributions of single-worm and standard RNA libraries were calculated as the percentages of reads mapped to the coding, UTR (untranslated region), intronic, and intergenic regions out of the total passing-filter reads. Each bar in the histogram represents the mean value of five libraries. Error bars represent standard deviation. **C** The coverage of various positions of transcripts by mapped reads is shown. Each transcript was subdivided evenly into 1000 bins. Each curve represents the average of five libraries. **D** rRNA content was calculated as the percentage of reads mapped to rRNA sequences out of the total passing-filter reads. Each bar in the histogram represents the mean value of five libraries. Error bars represent standard deviation. The asterisk (*) denotes a significant difference (*p* < 0.05) between the single-worm RNA libraries and the standard RNA libraries. **E** Duplication rates were calculated as the percentage of reads that were duplicates out of the total passing-filter reads. Each bar in the histogram represents the mean value of five libraries. Error bars represent standard deviation. * denotes a significant difference (*p* < 0.05) between the single-worm RNA libraries and the standard RNA libraries

### Concordance of gene expression quantification

Consistent quantification of gene expression within biological replicates is the foundation for finding DEGs between different experimental conditions. Here, we evaluated the concordance of expression quantification within single-worm samples as well as within standard samples. Spearman’s rank correlation coefficients between samples based on counts per million (cpm) fragments mapped to exons were used for the concordance evaluations. 

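Over all 42048 genes, the coefficient of cpm values ranged from 0.887 to 0.912 over the 10 pairs of uninfected single worms and from 0.904 to 0.922 over the 10 pairs of infected single worms. It ranged from 0.962 to 0.966 over the pairs of uninfected and from 0.958 to 0.961 over the pairs of infected standard samples. These are correlations across genes, which are not independent replicates. Of the alternatives tried, regularized log values of DESeq2, a setting added after the values were seen, moved the coefficients most, to between 0.989 and 0.994 in uninfected and between 0.989 and 0.992 in infected single worms, and to 0.999 in every pair of standard samples. With genes of a mean of at least 10 alone, the coefficients were 0.920 to 0.979 in uninfected and 0.897 to 0.953 in infected single worms.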

The correlation coefficients were greater than 0.99 between the standard samples and 0.97—0.98 between the single-worm samples, indicating that the expression quantification was consistent within each of the two methods, with the standard method having slightly better consistency. These results agree with the scatter plots of the log_2_(cpm + 1) values, which showed that all of the standard sample points were aligned along the diagonal (Fig. 5A and Fig. S1A), while some points of the single-worm samples were dispersed (Fig. 5B and Fig. S1B). Furthermore, a heatmap of the sample-to-sample distance matrix demonstrated that the whole transcriptome expression profiles of the standard samples were clustered into infected and uninfected experimental groups, and that the standard samples within both groups were clustered closer to each other than the single-worm samples, respectively (Fig. 5C). 

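On the log2(cpm + 1) scale, Pearson's r between replicates, again across genes, was between 0.998 and 0.999 in both groups of standard samples. It was between 0.975 and 0.993 over the pairs of uninfected single worms and between 0.964 and 0.983 over the pairs of infected single worms.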

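The median Euclidean distance between replicates on the log2(cpm + 1) scale was 24.8 in infected and 26.5 in uninfected standard samples. It was 97.3 in infected and 71.3 in uninfected single worms, and the smallest distance between single worms of a group (48.2) exceeded the largest between standard samples of a group (33.9). With the 500 genes of largest variance, the median distances fell to 4.45 and 6.05 in infected and uninfected standard samples and to 33.6 and 22.7 in infected and uninfected single worms.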

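On log2(cpm + 1) values of all genes, the first principal component of the 20 samples held 64.5% and the second 21.4% of the variance. Scores on the first component lay between -105 and -79.4 for the single worms and between 82.1 and 104.5 for the standard samples. Infected and uninfected samples of each method did not overlap on the second component. With the 500 genes of largest variance the components held 57.4 and 35.2%, and with variance-stabilized counts 54.9 and 19.7%, and the separation on both was kept in each setting.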

Principal component analysis (PCA) recapitulated the hierarchical clustering analysis, with the standard samples being separated from the single-worm samples in the first component, while infected and uninfected samples were separated in the second component (Fig. 5D). In either dimension, the standard samples were closer to each other than the single-worm samples (Fig. 5D). These results indicate that the expression quantification was different between the standard samples and the single-worm samples, possibly due to different library prep protocols and different amounts of input RNA. They also show that there was higher consistency within the standard samples than within the single-worm samples. 

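The SD of the scores on the first component was 0.839 in infected and 1.29 in uninfected standard samples, against 5.85 and 6.53 in infected and uninfected single worms. On the second component the SD was 4.60 and 3.73 in infected and uninfected standard samples, against 20.5 and 6.74 in infected and uninfected single worms. With the 500 genes of largest variance, the SD of uninfected samples on the first component was nearly equal, at 0.995 in standard samples and 1.08 in single worms.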

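Each sample's mean coefficient with the other 4 of its group was higher in every standard sample than in every single worm, in uninfected (mean difference 0.0641) as in infected samples (mean difference 0.0497). An exact two-sided permutation test gave p = 0.00794 for each, the smallest that 5 samples against 5 allow. The means of a group share pairs and are not independent, so this p is only a rough guide. The difference in uninfected samples moved most, to 0.00721, with regularized log values, a setting added later, and was 0.0422 with genes of a mean of at least 10, 0.0814 with genes above 0 in either sample of a pair and 0.0617 after the standard libraries were thinned to the median single-worm depth. The median CV of read counts over the 11972 genes with a mean of at least 10 in both methods was 0.194 in uninfected single worms and 0.0674 in uninfected standard samples. For 93.8% of these genes the CV was higher in single worms. In infected samples the medians were 0.272 and 0.0817, the largest move in the CV of single worms among the settings. With a mean of at least 100 the median of uninfected worms was 0.145 in single-worm and 0.0484 in standard samples. The largest CVs among uninfected single worms, over the 7824 genes with a mean of at least 100, each owed most to 1 worm. They were 198% for C45E5.4, 195% for col-92, 189% for Y73F4A.2, 173% for Y41C4A.11 and 160% for gpx-3. The worm with the highest count was replicate 2 for col-92 and replicate 5 for the others, and without that worm the CV was 86.4, 65.1, 109, 69.3 and 88.3% in the same order. These values were still above the median of all genes. C45E5.4, Y73F4A.2 and gpx-3 ranked the 5 worms in the same order, with replicates 1 and 3 lowest, so they are not independent cases. The paper gives as a possible reason for the difference that the single worms were 5 different animals, whereas pooling could have masked differences between worms.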

The reason for this difference could be that the five replicates in the single-worm RNA-seq were five different worms with the same genetic background, whereas the five replicates in the standard RNA-seq were pooled worms that likely masked individual variations.

**Fig. 5:**
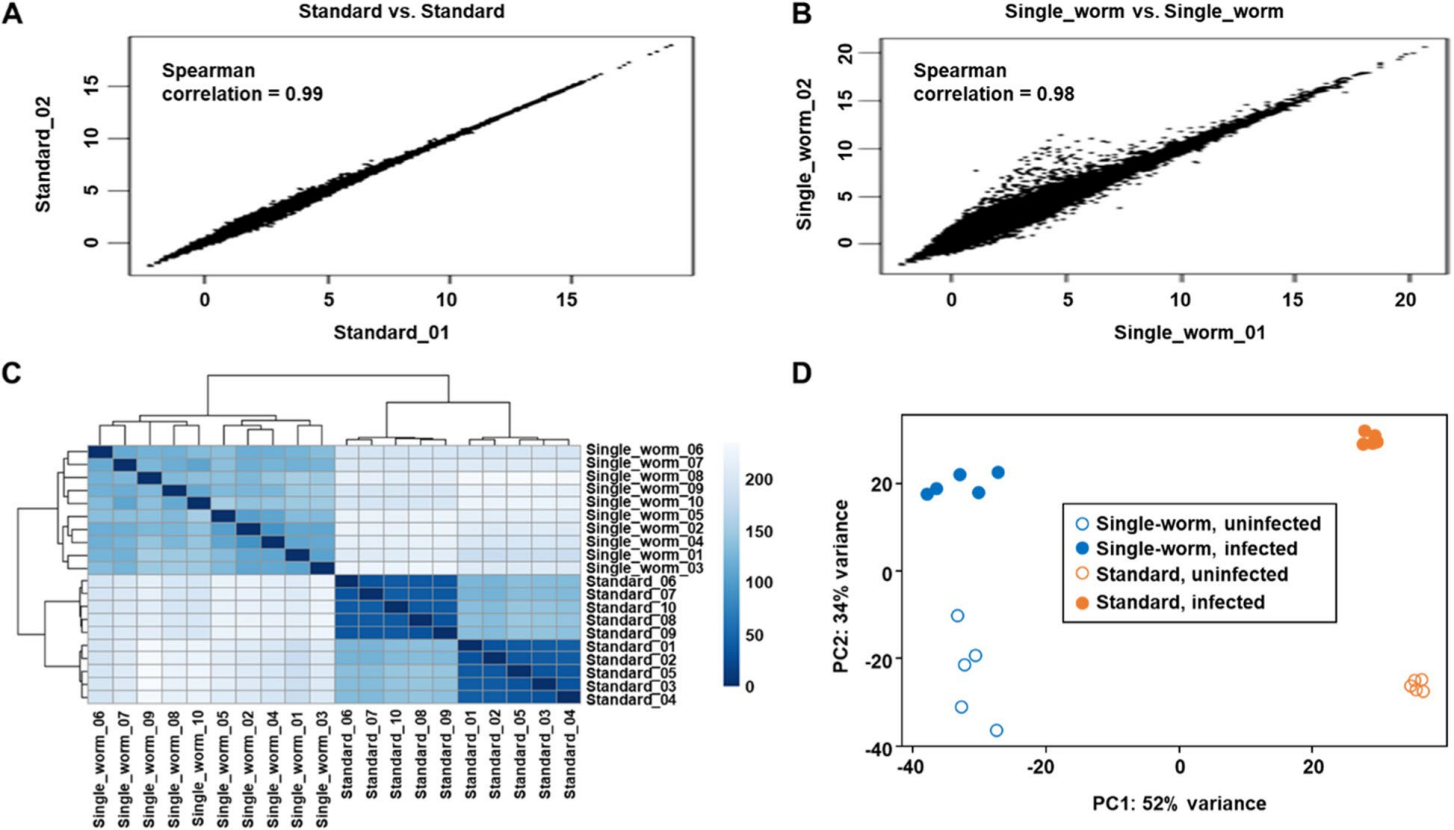
Concordance of expression quantification within single-worm and standard samples. **A** Representative scatter plot of the log_2_(cpm + 1) values of standard libraries (Standard_01 vs. Standard_02) and Spearman’s rank correlation coefficient for the two libraries. **B** Representative scatter plot of the log_2_(cpm + 1) values between single-worm libraries (Single_worm_01 vs. Single_worm_02) and Spearman’s rank correlation coefficient for the two libraries. **C** Heatmap of the sample-to-sample distances of single-worm and standard libraries via hierarchical clustering. Dark blue to light blue represents close to distant clustering. **D** Principal component analysis (PCA) of single-worm and standard libraries using log_2_(cpm + 1) values. Open blue, filled blue, open orange, and filled orange dots represent uninfected single-worm, infected single-worm, uninfected standard, and infected standard libraries, respectively

A source of variance among the single-worm samples could be different efficiency in cell dissociation and/or lysis during the mechanical lysis of worms. To examine this possibility, we compared the expression of tissue-specific genes among the five replicates of single-worm RNA-seq samples. *C. elegans* mainly consists of four tissues, namely, hypodermis, intestine, muscles, and neurons. Kaletsky et al. identified specific genes that are highly expressed and significantly enriched in these tissues, which included 584, 519, 426, and 867 genes in hypodermis, intestine, muscle, and neurons, respectively [24]. Comparisons of our single-worm RNA-seq dataset with these genes revealed that most of these genes (ranging from 89.0 to 99.7%) were detected in each of the five biological replicate samples (Table S2 and Fig. S2A), indicating that the cells in the single-worm samples were well dissociated and lysed during the mechanical lysis step and that the cell dissociation and lysis were consistent among the five biological replicate samples. In addition to comparing the number of tissue-specific genes, we also compared the expression levels of the tissue-specific genes within the single-worm RNA-seq samples. As shown in Fig. S2B, the means of read counts of the tissue-specific genes were comparable among the five replicate samples, supporting the notion that the efficiency of cell dissociation and lysis was consistent among these replicate samples. Additionally, we compared the read counts and variance of expression quantification of the tissue-specific genes between our single-worm RNA-seq and the standard RNA-seq. As shown in Fig. S2C, while the read counts of hypodermis- and intestine-specific genes were comparable between the two methods, the single-worm RNA-seq detected significantly higher expression of muscle-specific genes and the standard RNA-seq detected significantly higher expression of neuron-specific genes. On the other hand, the coefficient of variations (CVs, i.e., standard deviation/mean of read counts) of all tissue-specific genes were higher in the single-worm RNA-seq than those in the standard RNA-seq (Fig. S2D), indicating that the variance of gene expression among the single-worm samples was indeed larger than that among the standard samples. Taken together, these data indicate that the variations across single-worm samples were not originated from inconsistent cell dissociation or lysis but from individual worms’ heterogeneity in gene expression.

Another source of variance between the single-worm samples could be age heterogeneity among synchronized worms. To test this possibility, we measured and compared the expression of vitellogenin genes in single-worm samples using quantitative real-time PCR (qRT-PCR), as vitellogenin expression is tightly regulated and is adult-specific [25]. For these measurements, we used the same RNA samples that were used in our single-worm RNA-seq experiments, so the results should be a true comparison among single-worm RNA-seq samples. Our qRT-PCR results showed that all five single-worm samples had comparable expression of individual vitellogenin genes (i.e., *vit-1*, *vit-2*, *vit-3*,*4*,*5* (detected with the same primers), and *vit-6*) (Fig. S3A). For the purpose of statistical comparison, we normalized the expression of each gene in each sample against sample 1, and then compared the means of the six genes among the different samples (Fig. S3B). Two-sample *t*-tests did not find any significant difference between any two samples, indicating similar expression levels of vitellogenin genes in all five samples (Fig. S3B). These data suggest that all worms in the single-worm RNA-seq experiments were at the adult stage, likely having the same age. Additionally, we also compared the expression levels of vitellogenin genes among the five biological replicate samples in our single-worm RNA-seq data. The read counts of each of the six vitellogenin genes were relatively high and were comparable among the five replicates (Fig. S3C), and the mean read counts of the six genes as a whole were also comparable among the five samples (Fig. S3D), indicating similar expression levels of vitellogenin genes across the replicate samples. These results suggest that the five individual worms used in the single-worm RNA-seq had similar ages, which agrees with the result of the above-described qRT-PCR experiment.

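Normalized read counts of the vitellogenin genes in the 5 uninfected single worms were 322964 ± 39171 for vit-1, 715188 ± 165211 for vit-2 and 372554 ± 36393 for vit-3 (mean ± SD, n = 5). They were 476147 ± 84241 for vit-4, 1127640 ± 221353 for vit-5 and 571507 ± 91803 for vit-6. The CV ranged from 9.77% for vit-3 to 23.1% for vit-2. Vitellogenin genes have near-identical paralogs, and how the counting treated reads shared between them is not given in the sources used here. Relative to replicate 1, the mean of the 6 genes was 0.939 ± 0.140 in replicate 2, 1.06 ± 0.117 in replicate 3, 0.819 ± 0.150 in replicate 4 and 0.746 ± 0.0975 in replicate 5 (mean ± SD over genes). Scaled to cpm, the alternative that moved these most, the means were 1.05, 1.09, 0.914 and 0.924. Genes within a worm are not independent replicates, so no test was made between worms.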

To further investigate the differences in expression quantification between the standard and single-worm samples, we evaluated the concordance of their expression quantification using Spearman rank correlation and scatter plots. 

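Spearman's coefficients between a single worm and a standard sample ranged from 0.862 to 0.879 over the 25 pairs of uninfected samples and from 0.867 to 0.887 over the 25 pairs of infected samples. With genes of a mean of at least 10 alone, the coefficients were 0.792 to 0.830 in uninfected and 0.729 to 0.803 in infected samples. With regularized log values, the setting added later that moved them upward, they were 0.981 to 0.985 in uninfected samples.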

Although the quantifications of these two groups of samples appeared to be consistent based on the Spearman rank correlation coefficients (0.96–0.97), a careful examination of their scatter plots revealed that a large number of genes split to the two sides of the diagonal, possibly canceling out the negativity of Spearman rank correlation (Fig. S1C). To find out the identities and functions of these genes, we compared their expression values using DESeq2. Our results showed that among the 24,453 genes detected by both methods, 9,677 genes had significantly higher expression values (1.5-fold or more) in the standard RNA-seq, while 4,863 genes had higher values in the single-worm RNA-seq, which agrees with the scatter plots. 

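The recovered read counts of the uninfected samples were scaled jointly over both methods and 14278 genes were tested. Of these, 4597 had at least 1.5-fold higher values in the standard and 5173 in the single-worm samples at an adjusted p below 0.05 from limma. Among the 21452 genes with a read in both methods, the numbers were 4594 and 5122. Scaling to the total count, under which the median log2 ratio of all genes was 1.12 against 0.06 with size factors, gave 8223 genes higher in standard and 3379 higher in single-worm samples. DESeq2, which tested many genes of lower counts and had a median of -2.15, gave 4678 and 9752. The values most different between methods among genes with a mean of at least 100 in both were those of cct-8, H34C03.2 and cct-3 in the standard and of vit-3, T22B7.7 and col-143 in the single-worm samples. The log2 ratios of standard over single-worm were 5.68 (standard error 0.18) for cct-8, 4.93 for H34C03.2 and 4.92 for cct-3. They were -6.02 (standard error 0.16) for vit-3, -5.86 for T22B7.7 and -5.79 for col-143, and the largest adjusted p of the 6 genes from limma was 2.67e-11, with 5 samples against 5. On the common scale the mean ± SD of cct-8 was 6121 ± 364 in standard and 123 ± 36.3 in single-worm samples, and that of vit-3 was 10334 ± 2279 in standard and 658387 ± 64209 in single-worm samples. All 6 genes kept their direction and call in each of the 17 settings tried, the alternatives and the samples left out in turn together.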

Gene ontology (GO) analysis of the higher-value genes in the standard RNA-seq identified 37 significantly enriched biological processes, 33 of which involve signaling (Table S3). This indicates that genes related to signaling were highly expressed in the standard samples compared to the single-worm samples. 

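Among genes of signaling families fixed by their symbols, 1 of the 135 chemoreceptor genes tested was higher in standard and 120 were higher in single-worm samples. The latter is an enrichment over the other genes tested with an odds ratio of 14.4 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 2.25e-35 over 102 family tests). That test takes genes of a family as independent. A camera test of the whole family, with the correlation between genes estimated, gave an adjusted p of 0.180. Of 88 neuropeptide genes, 19 were higher in standard and 35 in single-worm samples. With a mean of at least 50 in both methods, 6 chemoreceptor genes were left, 0 higher in standard and 4 in single-worm samples. Of 21 neuropeptide genes left, 5 were higher in standard and 11 in single-worm samples. Most chemoreceptor genes thus had few reads in at least 1 method, and an effect of low counts was not excluded. When values were scaled to the total count, 8 of 107 chemoreceptor genes were higher in standard and 84 in single-worm samples, and 34 neuropeptide genes were higher in standard and 28 in single-worm samples. Relative to all genes, the median log2 ratio of the neuropeptides was lower by 0.73 with size factors and by 0.80 with total counts, but higher by 0.71 with DESeq2, which tested many genes of lower counts. By count, DESeq2 kept the direction of the neuropeptides, with 17 higher in standard and 56 in single-worm samples. With all 20 samples and infection as a covariate, 34 of them were higher in standard and 37 in single-worm samples. Their counts thus depended on the scaling and the samples, and their place relative to all genes on the tool.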

GO analysis of the higher-value genes in the single-worm RNA-seq identified 556 significantly enriched biological processes, which can be divided into nine categories, namely, metabolic/biosynthetic processes, replication/transcription/translation, organelle organization/localization, reproduction/development, transport, protein modification/activation, stress response, and other processes (Table S4). Among these biological processes, the most enriched was metabolic/biosynthetic processes, followed by reproduction/development and organelle organization/localization, indicating that the single-worm samples had higher metabolism rates and other organismal/cellular activities than the standard samples. This phenomenon could result from bias sampling, that is, healthy worms were chosen for single-worm RNA-seq because they were representative individuals in a population, whereas the population samples inevitably also contained some unhealthy individuals that had lower gene expression in metabolism and other activities. Therefore, gene expression data are the combinational result of animals’ physiological state and how animals are sampled, and both factors should be taken into consideration in data interpretation.

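Of the 75 cytosolic ribosomal protein genes tested, 65 were higher in standard samples (odds ratio 13.9, two-sided Fisher's exact test, adjusted p = 7.29e-21). These genes are not independent, and camera with the correlation between genes estimated gave an adjusted p of 0.353. All 27 major sperm protein genes tested were higher in standard samples. Of 32 cell cycle genes, 12 were higher in standard and 2 in single-worm samples, and of the amino acid and one-carbon metabolism genes 14 were higher in standard and 11 in single-worm samples. With total count scaling, 72 of the ribosomal protein genes, 29 of the cell cycle genes and 23 of the amino acid and one-carbon metabolism genes were higher in standard samples, but that scaling moved all genes toward the standard samples. With all 20 samples and infection as a covariate, 65 ribosomal protein genes were higher in standard and 3 in single-worm samples, but the cell cycle genes changed sides, with 5 higher in standard and 7 in single-worm samples. Core histone genes (24 of 29), C-type lectin genes (84 of 115) and collagen genes (48 of 77) were more often higher in single-worm samples.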

### Differential gene expression in response to *P. aeruginosa* infection

We next assessed how well single-worm RNA-seq could identify DEGs in *C. elegans* upon *P. aeruginosa* infection, compared to the standard RNA-seq method. To this end, five replicates of four group samples (single and bulk worms with or without exposure to *P. aeruginosa* for 24 h) were subjected to RNA-seq analysis. 

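Infected and uninfected samples were compared within each method by limma with an intensity trend, on log2 of the normalized read count plus a pseudocount of 1, for genes with a mean of at least 10 over the 10 samples of the method. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 1.5-fold were called DEGs, and all tests were two-sided. The pseudocount makes fold changes of genes with few reads smaller than the ratio of their counts. The difference between the methods in the effect of infection was tested as an interaction, on the recovered reads of all 20 samples scaled jointly. That fit shared 1 variance per gene between the methods, whose spreads differed. Alternatives were DESeq2 and edgeR on the recovered reads, TMM and quantile normalization, pseudocounts of 0.5 and 5, a minimum mean of 50 or none, a 2-fold or no fold-change threshold, a fit of all 4 groups together, and leaving out each sample in turn. On data simulated from these libraries with 200 changed genes, the test recovered 63.5% of them in the single-worm design, with 4 false calls, and 100% in the standard design, with 4 false calls.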

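Genes were counted as detected when at least 1 read was recovered in any of the 10 libraries of a method. By this measure 21452 genes were detected by both methods, 8469 by the single-worm method alone and 937 by the standard method alone. Of the 8469 genes, 2563 had reads in 1 library and 309 in all 10, and their median was 3 reads over the 10 libraries. By the biotypes of the WBcel235 annotation, matched by gene name, 47.0% of them were piRNA loci (3981 genes), 40.1% genes of the biotype ncRNA (3399) and 8.30% protein-coding genes (703).

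**Figure D1:**
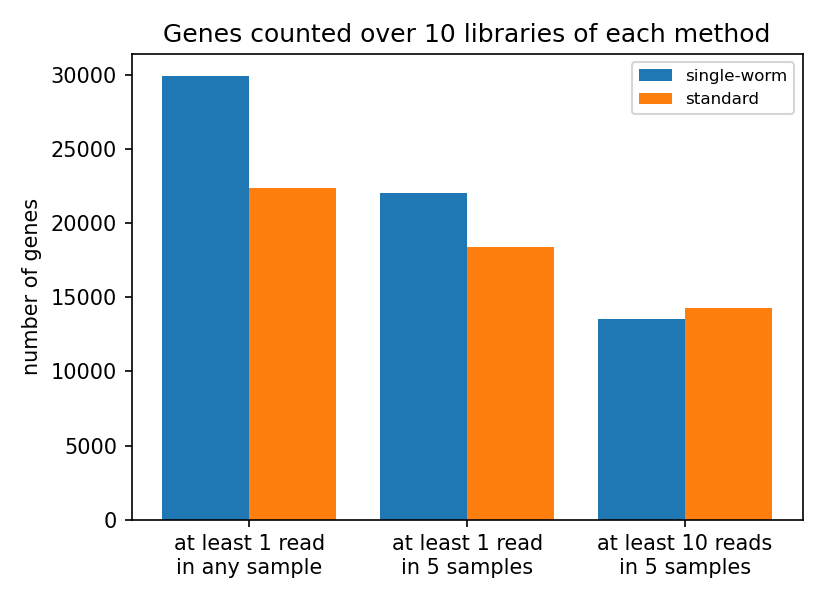
Number of genes detected (vertical axis) by the single-worm and the standard RNA-seq under 3 thresholds, as 1 bar per method. With at least 10 counts in at least 5 samples the standard bar (14266 genes) is the higher one, and with the other thresholds the single-worm bar is.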

Our results showed that in total, 29,921 genes were identified and quantified with a false discovery rate (FDR) of 5% by the single-worm method, while 22,389 genes were identified by the standard method. 

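The standard libraries were the deeper ones, with a median total of 1.53 times that of the single worms, and yet had fewer genes with a read. Per library, 20269 to 23859 genes had a read in single worms and 17891 to 18887 in standard samples. With at least 1 count in at least 5 samples, the numbers were 22062 for the single-worm and 18380 for the standard method. The order was reversed with at least 10 counts in at least 5 samples, where 13558 genes were detected by the single-worm and 14266 by the standard method.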

The fact that 7,532 fewer genes were identified using the standard method than the single-worm method is surprising given that the RNA input in the single-worm RNA-seq was much lower than that used in the standard RNA-seq (10 ng vs. 2.5 µg), thus the opposite trend was expected. However, the lower RNA input may have brought out the presence of low-copy-number transcripts that was reflected in the sequencing data, indicating that the single-worm method may maintain gene diversity better than the standard method where information regarding low-copy-number transcripts could possibly be lost or diminished due to the presence of more high-copy-number transcripts. 

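Across the 12604 genes tested in both methods, the log2 fold changes of infected over uninfected samples had an R² of 0.503 between the methods. Genes are not independent replicates, so no p is given. DESeq2 fold changes of all 21452 genes with a read in both methods moved the R² most, to 0.210, and a minimum mean of 50 raised it to 0.601.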

A pairwise scatter plot of log_2_ ratio values of differential gene expression indicates that the overall differential expression measured by these two methods had little correlation with each other (R^2^ for linear regression = 0.21) (Fig. 6A). 

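In the single-worm samples, 13693 genes were tested and 3228 had an unadjusted p below 0.05. After Benjamini-Hochberg adjustment of the limma p, 1223 genes were changed at least 1.5-fold in the single-worm samples, and 8498 of 14112 genes tested in the standard samples. The alternatives gave 978 genes (2-fold threshold) to 2551 (fit of all 20 samples in 4 groups) in the single-worm, and 5118 (2-fold threshold) to 12357 genes (no fold-change threshold) in the standard samples. The fit of 4 groups takes 1 variance per gene over both methods. Single worms had the larger spread, so their count in that fit can be too high. With each sample left out in turn, the single-worm count ranged from 906 (without uninfected replicate 4) to 1365 (without infected replicate 1) and the standard count from 8272 to 8679.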

When the adjusted *p-value* was set at < 0.05 to examine the differential gene expression between infected and control samples, only 1,947 genes were significantly regulated (upregulated or downregulated) at least 1.5-fold in the single-worm RNA-seq, whereas 10,565 genes were significantly regulated at least 1.5-fold in the standard RNA-seq, four times higher than the number in the former. These data suggest that the genes found by the single-worm method were indeed diversified among the 10 individual worms (5 infected worms and 5 uninfected control worms), and that the standard method had greater power to detect DEGs. 

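After the standard libraries were thinned to the median single-worm depth, 7887 DEGs were called in them. With edgeR, the numbers of DEGs were 1284 in the single-worm and 8446 in the standard samples, and with DESeq2 1915 and 10153.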

An unsupervised hierarchical clustering of the DEGs detected in the standard RNA-seq showed that the genes were similarly up- or down-regulated upon pathogen infection in all five biological replicates of the standard samples, indicating great uniformity across the standard samples (Fig. S4). 

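Of the 8498 standard DEGs, 8146 (95.9%) had every infected standard sample beyond every uninfected one in normalized read count. In the single-worm RNA-seq, every infected worm was beyond every uninfected one for 1149 of these genes (13.5%). By chance, 5 samples against 5 are separated in this way for 0.794% of genes. Standard DEGs are chosen on the standard samples themselves, so the first share is not an independent measure of their uniformity.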

In the single-worm samples, however, most of these genes were not significantly regulated, and the samples exhibited largely similar but distinct patterns of gene expression (Fig. S4), indicating that the gene expression was diversified among the individual worms and that gene regulation could occur at the individual level. 

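Of the standard DEGs, 7440 were not called in single worms. Among the 7354 standard DEGs that were tested in single worms, 79.2% changed in the same direction (5824 genes). A gene called in one method and not in the other is not thereby shown to differ between them, and the difference itself was tested as an interaction. The effect of infection differed between methods in 4387 of 14663 genes, with a more positive log2 fold change in single worms in 1910 and in standard samples in 2477. These included 3357 genes called in the standard samples only and 452 genes called in both methods. DESeq2 moved the count of interactions most, to 5419, apart from a minimum mean of 50, which left fewer genes tested and gave 3227.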

Among the 1,947 DEGs found by the single-worm method, most (1,590 or 82%) were also detected by the standard method (Fig. 6B). 

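Of the 1223 single-worm DEGs, 1058 (86.5%) were also standard DEGs, against 698 expected by chance among genes tested in both methods (odds ratio 6.18, two-sided Fisher's exact test, p = 1.27e-125). The 2 methods gave the same direction for 1021 of them. The share ranged from 84.0 to 89.1% with each sample left out in turn, and it moved most, to 47.5%, when the best 1947 genes by p of each method were taken instead. A total of 889 shared genes had every infected sample beyond every uninfected one in both methods. Among those of the same direction with a mean of at least 100 in single worms, the largest rises were in dod-21, B0024.4, gst-38, F33H12.7 and C32H11.1. For dod-21, 2 reads were found in the uninfected single worms, all in replicate 5, and the ratio of means was 7956 with a 95% Poisson interval of 2155 to 64293, which covers counting error only. No read of dod-21 was found in uninfected standard samples, which makes it at least 30174-fold higher in infected ones, against a floor of 3 reads over the group. The log2 fold change of gst-38 was 8.78 (standard error 0.31, limma adjusted p = 1.08e-07) in single worms and 6.82 (standard error 0.18, limma adjusted p = 4.3e-15) in standard samples. Those of B0024.4, F33H12.7 and C32H11.1 were 10.37, 8.66 and 8.41 in single worms and 10.35, 8.85 and 6.82 in standard samples. The count of B0024.4 in uninfected single worms was mostly from replicate 2, and C32H11.1 had 4 reads in the uninfected standard samples together. The largest falls were in ilys-2, ugt-32, Y34F4.2, ilys-5 and acdh-1, whose log2 fold changes were -6.18, -6.04, -5.86, -5.70 and -5.57 in single worms and -2.98, -3.29, -3.94, -5.33 and -9.83 in standard samples. The limma adjusted p of the falls was at most 0.00819 in single worms, for acdh-1, which replicate 2 of the infected worms placed apart from the rest and which was no longer called with edgeR (adjusted p = 0.107).

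**Figure D2:**
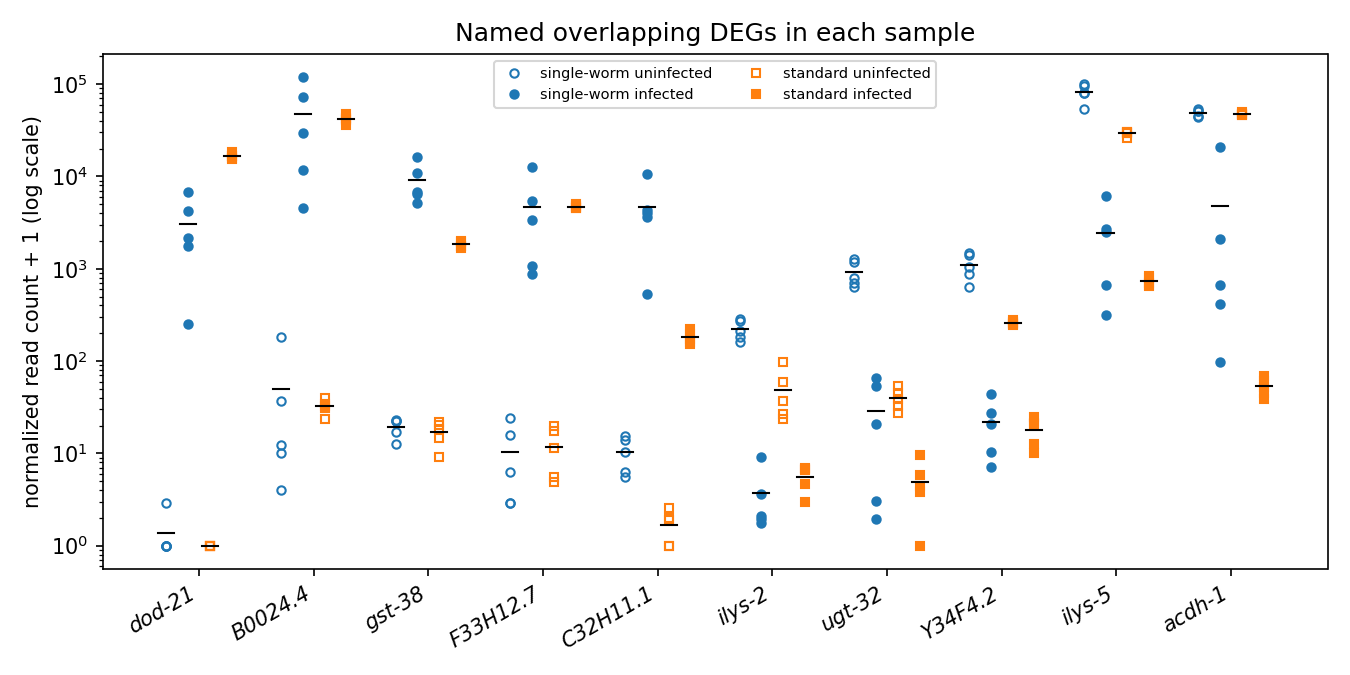
Normalized read count + 1 (vertical log axis) of the 5 shared DEGs with the largest rise and the 5 with the largest fall in single worms (horizontal axis), with 1 point per sample, open for uninfected and filled for infected, blue circles for single-worm and orange squares for standard samples, and a black line at each group's mean. Filled and open points of a method do not overlap for any of the 10 genes.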

Fitting a pairwise scatter plot of the differential expression values of the common DEGs using the linear regression method yielded an R^2^ of 0.77 (Fig. 6C), indicating a moderate correlation between the expression of DEGs measured by the two methods. However, a similar fitting of the scatter plot between the non-overlapping DEGs of the two methods resulted in an R^2^ of 0.10 (Fig. 6D), indicating little correlation between the non-overlapping DEGs. 

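For the 1058 shared DEGs, the R² across genes of the 2 methods' log2 fold changes was 0.788, and for the 1021 of the same direction it was 0.830. With DESeq2 fold changes and calls the values were 0.690 and 0.765.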

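For the 6435 genes tested in both methods and called in only 1 of them, the R² was 0.333. It moved most, to 0.129, with DESeq2 fold changes and calls, and ranged from 0.269 to 0.415 with each sample left out in turn. Of 165 genes called in single worms alone, 26 were not tested in the standard samples, and 122 had a mean of at least 100 in single worms. The smallest adjusted p among these were those of cysl-2, Y39B6A.27 and atf-5. The log2 fold change of cysl-2 was 3.39 (standard error 0.24, limma adjusted p = 1.53e-05) in single worms and -0.18 (standard error 0.09, limma adjusted p = 0.067) in standard samples, where 1 infected sample lay apart from the others. Y39B6A.27 changed by -2.82 in single worms and by -0.13 in standard samples, in which quantile normalization would call it. The atf-5 gene fell in both, by 1.22 and 0.41 on the log2 scale, and missed the call in standard samples (limma adjusted p = 1.17e-05) by the fold-change threshold alone. The interaction was past its threshold for all 3 genes, with log2 differences of 3.58 for cysl-2 (limma adjusted p = 8.33e-08), -2.70 for Y39B6A.27 and -0.82 for atf-5.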

Taken together, these data suggest that the gene regulation revealed by the single-worm method was specific and could be an essential part of the overall gene regulation uncovered by the standard method.

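A total of 37 shared DEGs changed in opposite directions in the 2 methods. Over the alternatives, 94.0 to 98.8% of shared DEGs had the same direction, and in 96.5% the direction was shared in the comparison reported here. Of the vitellogenin genes, vit-1 and vit-3 fell in both methods, with log2 fold changes of -1.95 (limma adjusted p = 0.0385) and -1.25 (limma adjusted p = 0.030) in single worms and -2.91 and -2.46 in standard samples. The calls of vit-1 and vit-3 in single worms were lost under quantile normalization and when any of uninfected replicates 1 to 4 was left out, and that of vit-1 also with edgeR, without uninfected replicate 5 and without infected replicate 4. The vit-4 gene fell in standard samples by 1.69 on the log2 scale (limma adjusted p = 6.23e-09) and was not called in single worms (-0.89, limma adjusted p = 0.133). The vit-2 and vit-6 genes rose in standard samples by 1.27 and 1.06 and not in single worms (-0.15 and 0.03, limma adjusted p of 0.843 and 0.967). Quantile normalization could not test these rises, since the 2 genes held ranks 1 and 2 in every standard sample and that normalization gives the same value to the same rank. The actin gene act-4 fell by 0.62 on the log2 scale in standard samples (limma adjusted p = 1.24e-05) and was not called in single worms (-0.30, limma adjusted p = 0.405), whereas act-1 and act-3 were listed at 0 in all 20 samples. From the overlap and the correlation of the shared DEGs, the paper proposes that the regulation found in single worms was specific and could be an essential part of that found in pooled worms.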

**Fig. 6:**
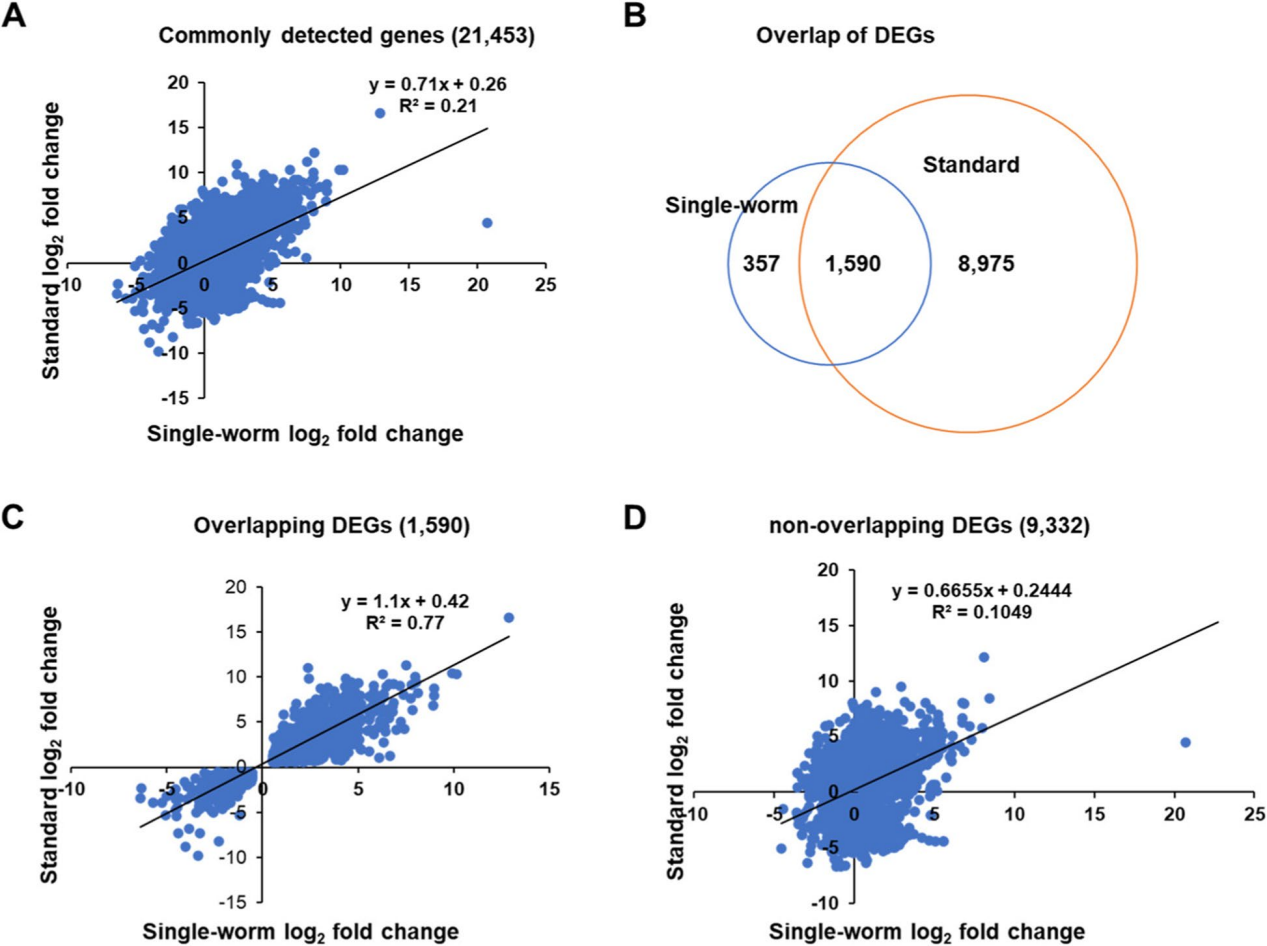
Pathogen infection-induced differential gene expression detected by single-worm and standard RNA-seq. **A** A pairwise scatter plot of the log_2_ ratio values of the 21,453 genes commonly detected by both single-worm and standard RNA-seq. The plot was fitted with a linear regression line, and the equation and R^2^ value are shown. **B** Venn diagram showing the numbers of DEGs significantly changed at least 1.5-fold that were identified by single-worm RNA-seq only, by standard RNA-seq only, and by both methods (overlapping DEGs). **C** A pairwise scatter plot of the log_2_ ratio values of the 1,590 overlapping DEGs. The plot was fitted with a linear regression line, and the equation and R^2^ value are shown. **D** A pairwise scatter plot of the log_2_ ratio values of the 9,332 non-overlapping DEGs. The plot was fitted with a linear regression line, and the equation and R^2^ value are shown

To further investigate why the single-worm RNA-seq failed to detect a large number of DEGs that were detected in the standard RNA-seq, we performed data analysis at two levels. At the first level, we compared the read counts and variance of expression quantification between fail-to-detect DEGs and DEGs in the single-worm RNA-seq. At the second level, we compared the read counts and variance of expression quantification of fail-to-detect DEGs between the single-worm and standard RNA-seq. In the single-worm RNA-seq, the average read counts of DEGs were higher than those of fail-to-detect DEGs (Fig. S5A), while the CV of the former was lower than that of the latter (Fig. S5B), suggesting that both low expression values and high worm-to-worm variations of some genes were likely responsible for the failure of their detection as DEGs in the single-worm RNA-seq. 

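The normalized read count, averaged over uninfected worms and then over genes, was 2907 for the 1223 single-worm DEGs (standard error over genes 553) and 1109 for the 7440 fail-to-detect DEGs (standard error 153), a ratio of 2.62. The mean CV was 32.2% for the former (standard error 0.777) and 40.8% for the latter (standard error 0.392). Medians over genes were 182 and 70.6 for the count and 23.9 and 29.9% for the CV. The ratio of the CVs, 0.789, moved most when all 10 single worms were used, to 0.901, and with the calls of the authors' deposited table it was 0.713. A low CV raises the chance of a call, so the lower CV of DEGs is in part a result of how they were chosen.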

At the second level, the fail-to-detect DEGs in the single-worm RNA-seq had significantly lower read counts but significantly higher CV than those in the standard RNA-seq (Fig. S5, C and D). 

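In the uninfected standard samples, the fail-to-detect DEGs had a mean normalized read count of 1595 (standard error over genes 133) and a mean CV of 18.0% (standard error 0.230). The count in single worms was 0.695 times and the CV 2.27 times that in standard samples. The 2 methods were normalized separately, so the ratio of counts depends on that scaling. With medians in place of means the ratios were 0.508 and 2.65. Of the fail-to-detect DEGs, 1144 had too low a mean in single worms to be tested.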

Taken together, these data support the notion that both low read counts and large variations between the single-worm samples could contribute to the failure of detection of many DEGs in the single-worm RNA-seq.

We next investigated the biology of the gene regulation revealed by the two methods. Among the significantly regulated genes in the single-worm RNA-seq, 1,385 genes were up-regulated and 562 genes were down-regulated at least 1.5-fold in infected worms relative to uninfected controls. 

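In the comparison of infected with uninfected single worms, 844 DEGs were higher and 379 lower in infected worms, so that 69.0% were higher. Quantile normalization, under which the median log2 fold change of all genes was -0.10, gave 737 higher and 616 lower. DESeq2 gave 1382 higher and 533 lower.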

GO analysis of the 1,385 up-regulated genes identified 26 significantly enriched biological processes, 22 of which involve the immune response or response to stimulus (Fig. 7A and Table S5). This is consistent with the fact that *P. aeruginosa* is pathogenic to *C. elegans* and can trigger a strong immune response in the worm [26–29]. 

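Families fixed by gene symbol were tested among the single-worm DEGs higher in infected worms, with the genes tested in this comparison as background. Of 128 C-type lectin genes, 32 were higher (25.0%, against 6.16% of genes overall, odds ratio 5.24, two-sided Fisher's exact test, adjusted p = 5.43e-11). UDP-glucuronosyltransferase genes (15 of 64, odds ratio 4.73, adjusted p = 2.45e-05 by Fisher's exact test), glutathione S-transferase genes (8 of 34) and cytochrome P450 genes (11 of 63) were also enriched, as were all 3 infection response (irg) genes tested. Neuropeptide (1 of 80) and chemoreceptor genes (5 of 150) were not. The enriched families kept more genes higher than lower under quantile normalization and TMM. Genes of a family are not independent, and a camera test with the correlation between genes estimated put no family past the threshold. Under fry, which keeps that correlation, the 5 enriched families stayed past it, with C-type lectins at an adjusted p of 3.86e-05. However, fry asks whether the genes of a family change, not whether they change more than other genes. It therefore cannot decide enrichment.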

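Among the single-worm DEGs lower in infected worms, collagen genes were the most enriched family by p, with 25 of 73 genes lower (34.2%, against 2.77% of genes overall, odds ratio 19.5, two-sided Fisher's exact test, adjusted p = 9.07e-20). Lysozyme genes (7 of 13, odds ratio 41.7, adjusted p = 1.28e-07) and genes of amino acid and one-carbon metabolism (8 of 34, odds ratio 11.0, adjusted p = 1.43e-05) followed by the same exact test. Saposin-like (4 of 17), core histone (4 of 27) and vitellogenin genes (2 of 6) passed the threshold with few members, and under quantile normalization 0 vitellogenin genes were called. C-type lectin (10 of 128) and UDP-glucuronosyltransferase genes (7 of 64) were enriched in this direction as well, although as whole families they moved upward under camera and fry.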

GO analysis of the 562 down-regulated genes identified 19 significantly attenuated biological processes, 18 of which involve metabolic/biosynthetic processes (Fig. 7A and Table S6). This indicates the likely alteration of metabolism in the worm whilst fighting off the infection [30]. Among the significantly regulated genes in the standard RNA-seq, 6,095 genes were up-regulated and 4,470 genes were down-regulated at least 1.5-fold in infected worms relative to uninfected controls. 

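In the comparison of the pooled samples, 4920 DEGs were higher and 3578 lower in infected worms, so that 57.9% were higher. Quantile normalization, under which the median log2 fold change of all genes was -0.24, gave 3695 higher and 4751 lower. With a 2-fold threshold, 3760 were higher and 1358 lower.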

GO analysis of the 6,095 up-regulated genes identified 209 significantly enriched biological processes, 38 of which involve the immune response or response to stimulus, the most among all of the categories of enriched GO terms (Fig. 7B and Table S7). 

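Of 107 C-type lectin genes tested in standard samples, 60 were higher in infected worms (odds ratio 2.40, two-sided Fisher's exact test, adjusted p = 3.27e-05), and so were 15 of 19 saposin-like, 33 of 56 cytochrome P450 and 31 of 57 UDP-glucuronosyltransferase genes. Under quantile normalization, the UDP-glucuronosyltransferase genes were no longer more often higher (22 genes) than lower (22 genes). The largest enrichment by p was that of neuropeptide genes, 71 of 88 (80.7%, against 34.9% of genes overall, odds ratio 7.90, adjusted p = 2.45e-17 by the same exact test). With the correlation between genes estimated, camera gave an adjusted p of 0.327 for this family. Chemoreceptor genes were enriched with 36 of 58 (odds ratio 3.07), but the direction reversed with the calls of the authors' deposited table, which test genes of lower counts (121 of 583, odds ratio 0.567).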

The same analysis of the 4,470 down-regulated genes identified 438 significantly attenuated biological processes, 133 of which involve metabolic/biosynthetic processes, the most among all of the categories of attenuated GO terms (Fig. 7B and Table S8). 

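All 27 major sperm protein genes and 30 of 32 cell cycle genes tested were lower in infected standard samples (adjusted p of 1.28e-15 and 4.99e-15, two-sided Fisher's exact test). With the correlation between genes estimated, camera gave an adjusted p of 0.353 for each of these families. Collagen genes (41 of 93, odds ratio 2.34) and genes of amino acid and one-carbon metabolism (16 of 34, odds ratio 2.62, adjusted p = 0.0181 by the same exact test) were also enriched among the lower DEGs. Of 75 cytosolic ribosomal protein genes, 3 were lower and 2 higher.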

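In both methods, C-type lectins, cytochromes P450 and UDP-glucuronosyltransferases were enriched among the higher DEGs, and collagens and amino acid and one-carbon metabolism genes among the lower DEGs, by Fisher's exact test. Under camera with its preset correlation, UDP-glucuronosyltransferases (limma adjusted p = 0.136) and collagens (limma adjusted p = 0.0757) were not past the threshold in the standard samples. With the correlation between genes estimated instead, camera put no family past the threshold in either method. Neuropeptides among the higher DEGs and cell cycle genes among the lower DEGs were enriched in the standard samples and not past the threshold in single worms (1 of 80 and 0 of 32 genes called), and this difference was not itself tested. Of the major sperm protein genes, enriched among the lower standard DEGs, only 2 reached the minimum mean in single worms.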

A comparison of the infection-affected biological processes revealed by the two methods (Fig. 7A vs. B) suggests that the single-worm method captured the core biological processes affected by infection, i.e., the immune response or the response to stimulus was upregulated, while metabolic/biosynthetic processes were downregulated. This is consistent with the observation that most DEGs identified by the single-worm method were also detected by the standard method (Fig. 6B), indicating that the single-worm method detected the core set of DEGs influenced by *P. aeruginosa* infection. Taken together, our results suggest that the single-worm method could be used to identify commonly regulated genes among individual worms and such gene regulation may mediate a population’s core physiological responses to endogenous or environmental stimuli.

**Fig. 7:**
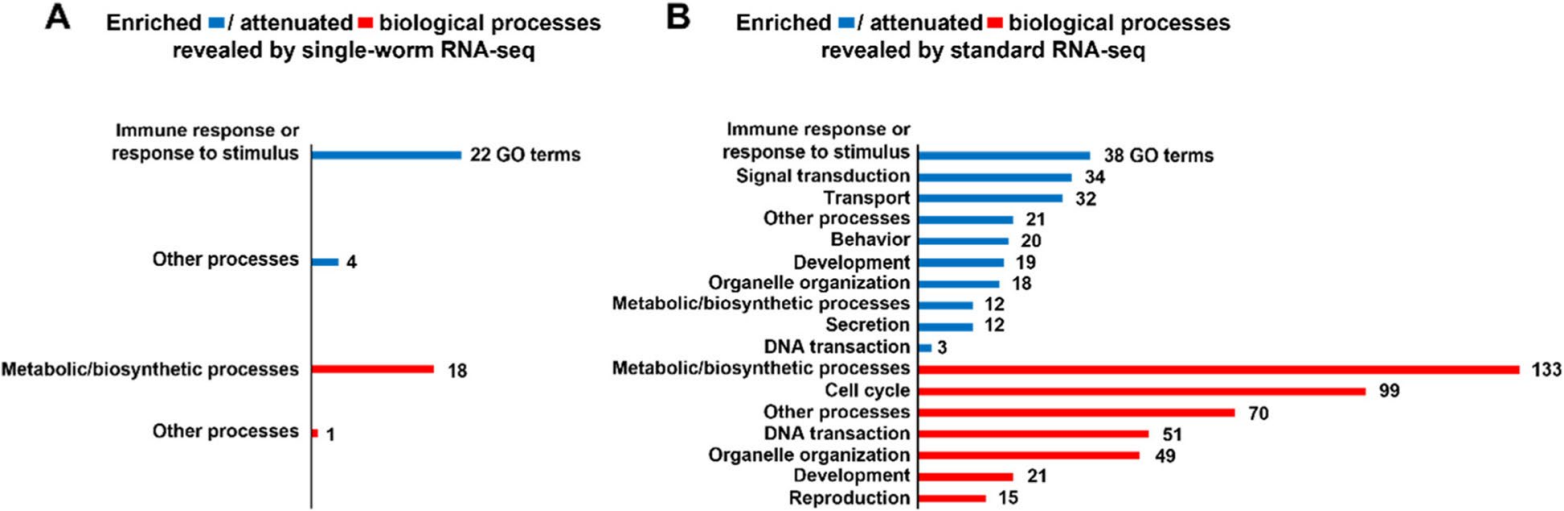
Gene ontology (GO) analysis of pathogen infection-induced DEGs identified by single-worm and standard RNA-seq. Pathogen infection-induced DEGs identified by single worm RNA-seq (**A**) and standard RNA-seq (**B**) were subjected to GO analysis. Blue bars represent enriched biological processes resulted from DEGs that were significantly upregulated at least 1.5-fold with pathogen infection. Red bars represent attenuated biological processes resulted from DEGs that were significantly downregulated at least 1.5-fold with pathogen infection. In each panel, the length of the bar corresponds to the number of GO terms in a specific GO category

## Discussion

In this study, we developed a single-worm RNA-seq method to profile gene expression in individual *C. elegans* and evaluated its performance and application in library preparation and DEG detection by comparing it to a standard RNA-seq method. Overall, the key aspects of our single-worm RNA-seq protocol, including library and sequence data quality, are comparable to what is seen with standard RNA-seq. When used for the analysis of gene differential expression induced by pathogen infection, the single-worm RNA-seq method identified the core set of DEGs and biological processes affected by infection. These results demonstrate the effectiveness of our single-worm RNA-seq method in transcriptome profiling and its usefulness in addressing biological questions.

Previously, a similar single-worm RNA-seq method was developed by Dillman and colleagues [14, 15], in which the worms were lysed chemically and the RNA was reverse transcribed into cDNA using the SMART-Seq2 reagents. In our study, we found that harsh chemical lysis conditions, which are required for penetrating the worm’s thick cuticle, contributed to RNA degradation, and that mechanical lysis of *C. elegans* using a TissueLyser maintained RNA integrity (Fig. 2). This suggests that mechanical lysis of worms can overcome a major technical challenge in *C. elegans* research, namely, breaking the worm’s cuticle without degrading macromolecules. The nematode cuticle is a highly structured extra-cellular matrix comprised predominantly of cross-linked collagens, making *C. elegans* resilient to buffer extraction [31]. Buffers with high concentrations of detergent and/or proteinase K that lyse the cuticle also tend to degrade macromolecules and inactivate enzymes. Indeed, a major obstacle for biochemical studies using *C. elegans* is the high difficulty of obtaining functionally active nuclear extracts due to the nematode’s thick surrounding cuticle [32]. Recent studies have shown that use of a Balch homogenizer to mechanically disrupt worms yields functional protein extracts [32, 33], and that nuclear extracts prepared using this method could be used to reconstitute in vitro transcription reactions [32]. These studies, along with ours, demonstrate that the mechanical lysis of worms using devices such as a TissueLyser or a Balch homogenizer is a good way to overcome the cuticle issue for nucleic acid isolation or nuclear extract preparation and should be promoted for wide use in biochemical studies in *C. elegans*.

In the current study, we systemically evaluated our single-worm RNA-seq method by assessing library quality, concordance of gene expression quantification, and the ability to detect DEGs. Overall, the quality of our single-worm libraries was comparable to that of the standard libraries. However, the concordance of gene expression quantification within the single-worm samples was less consistent than that seen within the standard samples. The reason for this difference could be that the five replicates in the single-worm RNA-seq were five different worms with the same genetic background, whereas the five replicates in the standard RNA-seq were worm pools that likely masked individual variations. This notion was supported by our analysis of pathogen infection-induced differential gene expression. While the single-worm method captured the core set of DEGs and biological processes affected by infection, many DEGs and regulated biological processes identified by the standard method were not detected by the single-worm method (Figs. 6 and 7), indicating that there was gene regulation that occurred in some worms but was not shared by all individuals. For example, signal transduction was the second most enriched GO term category (34 GO terms) detected by the standard RNA-seq, but no such GO terms were enriched in the single-worm RNA-seq (Fig. 7), indicating that signal transduction was not a shared response to pathogen infection but only occurred in some individuals. Since neural signaling is known for regulating the intensity of the immune response [34], it could explain why individual worms with the same genetic background may exhibit different immunities, mirrored by differences in their survival rates (ranging from one to four days) against *P. aeruginosa* infection [30, 35]. Our study demonstrates that combing the single-worm and standard RNA-seq approaches can detect and distinguish shared and individual-specific gene activities in worm populations. Further development and application of single-worm RNA-seq will certainly help solve the mystery of individual heterogeneity in isogenic populations.

## Conclusions

In this study, we have developed a single-worm RNA-seq method to effectively profile gene expression in individual *C. elegans* and have applied this method to study *C. elegans* responses to pathogen infection. The key aspects of our single-worm RNA-seq protocol, including the integrity of the starting RNA as well as the quality of the library and sequence data, are comparable to standard RNA-seq. However, the concordance of gene expression quantification within the single-worm samples was less consistent than that observed within the standard samples, likely because the replicates in the single-worm RNA-seq were different individual worms with the same genetic background, while the replicates in the standard RNA-seq were worm pools that likely masked individual differences. When applied to examine pathogen-induced differential gene expression, the single-worm method captured the core set of DEGs and biological processes affected by infection. However, many DEGs and regulated biological processes identified by the standard method were not detected by the single-worm method, indicating that there was gene regulation that occurred at the level of individual worms but was not shared by all individuals. Our study demonstrates that by using both the single-worm and standard RNA-seq approaches, we can detect and distinguish both shared and individual-specific gene activities in a worm population. Thus, furthering the development and application of single-worm RNA-seq will certainly contribute to addressing the heterogeneity issue of individuals with the same genetic background.

## Methods

### *C. elegans*, bacterial strains, and infection

The wild-type *C. elegans* Bristol N2 strain was used in this study. Worms were cultured under standard conditions and fed *Escherichia coli* OP50 [36]. *E. coli* OP50 and the pathogen *P. aeruginosa* PA14 were grown in Luria–Bertani broth at 37 °C. Worm infection with *P. aeruginosa* was done as previously described [16]. Briefly, worms were synchronized using the bleaching method following our previously published protocol [16]. Synchronized L1 larval animals were grown to L4 stage on *E. coli OP50* at 20 °C, then transferred to NGM plates containing *P. aeruginosa* PA14 and incubated at 25 °C for 24 h. Uninfected control worms went through the same process with *E. coli* OP50 in place of *P. aeruginosa* PA14. The animals were then collected and washed with M9 buffer for downstream use.

### Testing conditions for worm lysis and RNA extraction

Three conditions for worm lysis were tested followed by RNA extraction.

Condition 1 – Thirty worms per group were disrupted and homogenized using a TissueLyser LT (Qiagen) following the “Purification of RNA or Multiple Analytes from Animal and Human Tissues” protocol in the manufacturer’s manual. Briefly, worms immersed in 30 µL of RNALater solution were transferred to a 2 mL microcentrifuge tube that was precooled with dry ice and contained one stainless steel bead (5 mm mean diameter). The sample was then incubated on dry ice for 15 min and placed into the insert of the TissueLyser LT Adapter. After incubation at room temperature for 2 min, 600 µL of Buffer RLT from the RNeasy Mini Kit were added. The worms were then disrupted in a TissueLyser LT for 4 min at 50 Hz. The resulting lysate was immediately subjected to RNA purification using the RNeasy Mini Kit following the “Purification of Total RNA from Animal Tissues” protocol in the manufacturer’s handbook. Briefly, the lysate was centrifuged at 16,873 × *g* for 3 min. The supernatant was carefully transferred to a new microcentrifuge tube, and one volume of 70% ethanol was added to the supernatant. The mixture was then applied to an RNeasy spin column, followed by one wash with Buffer RW1 and two washes with Buffer RPE. Finally, the RNA was eluted with 30 µL of RNase-free water.

Condition 2 – Thirty worms were resuspended in 30 µL of Lysis Buffer (50 mM KCl, 10 mM Tris–HCl, pH 8.3, 2.5 mM MgCl_2_, 0.45% Triton X-100, 0.45% Tween-20, 0.11% gelatin (w/v), 100 µg/mL proteinase K, 200 units of RNasin Ribonuclease Inhibitor), heated at 65 °C for 10 min, followed by 1 min at 85 °C, and then held at 4 °C in a thermocycler. The worms were then transferred to a 2 mL microcentrifuge tube that was precooled with dry ice and contained one stainless steel bead. Homogenization using a TissueLyser LT and RNA extraction using the RNeasy Mini Kit were performed as described in Condition 1.

Condition 3 – Thirty worms were resuspended in 30 µL of Lysis Buffer, heated at 65 °C for 10 min, followed by 1 min at 85 °C, and then held at 4 °C in a thermocycler. The worms were then disrupted and homogenized using a QIAshredder spin column (Qiagen). Briefly, 600 µL of Buffer RLT were added to the worms, and then they were transferred to a QIAshredder spin column with a 2 mL collection tube. The column was centrifuged at 16,873 × *g* for 2 min, and the flowthrough was used for RNA extraction using the RNeasy Mini Kit, as described in Condition 1.

Following extraction, the resulting RNA samples were subjected to concentration measurements using a Qubit fluorometer with the RNA HS assay Kit (Life Technologies) as well as integrity checks using a Fragment Analyzer with the DNF-472 RNA Kit (15 nt) (Agilent).

### Single-worm RNA-seq

Our single-worm RNA-seq workflow includes five steps: worm lysis and RNA extraction, cDNA synthesis, library preparation, sequencing, and sequence data analysis. Below is a description of these steps.

One worm per group immersed in 10 µL of RNALater solution was disrupted and homogenized using a TissueLyser LT under the conditions described in Condition 1 above. The isolated RNA was used for cDNA synthesis using the Takara SMART-Seq v4 Ultra Low Input RNA Kit per the manufacturer’s protocol. Briefly, first-strand cDNA was synthesized from 9.5 µL of extracted RNA. The cDNA was then amplified using SeqAmp DNA polymerase by running the LD PCR program (95 °C for 1 min; 12 cycles of 98 °C for 10 s, 65 °C for 30 s, 68 °C for 3 min; 72 °C for 10 min; 4 °C forever). The amplified cDNA was purified using AMPure XP beads (Beckman Coulter) and resuspended in 15 µL of Elution Buffer. Finally, 2 µL of cDNA was aliquoted for validation using a Fragment Analyzer with the High Sensitivity NGS Fragment Analysis Kit (Agilent), and the remaining cDNA was used for sequencing library preparation.

A sequencing library was generated for each sample using the Nextera XT DNA Library Preparation Kit (Illumina). Briefly, 200 pg of cDNA was tagmented and then amplified using a limited-cycle PCR program per the manufacturer’s instructions. The resulting library was purified using AMPure XP beads and resuspended in 50 µL of Resuspension Buffer (RSB, 10 mM Tris–HCl, pH8.5). The library was then subjected to concentration measurements using a StepOnePlus Real-Time PCR System (ThermoFisher Scientific) along with the KAPA Library Quantification Kit (Kapabiosystems). A quality check was also performed using a Fragment Analyzer with the High Sensitivity NGS Fragment Analysis Kit.

Sequencing was done on a HiSeq2500 sequencer (Illumina) as previously described [16]. Briefly, libraries were diluted to 4 nM with RSB, pooled, and denatured with 0.1 N NaOH. Twenty pM libraries were clustered onto a high-output flow cell in a cBot (Illumina) and sequenced on a HiSeq 2500 from both ends (paired-end) with a read length of 100 bp, per the manufacturer’s instructions. The raw BCL files were converted to FASTQ files using the software program bcl2fastq2.17.1.14. Adaptors were trimmed from the FASTQ files during the conversion. On average, 20 million reads of 2 × 100 bp were generated for each sample.

Sequence data (FASTQ files) were aligned to the *C. elegans* reference genome (ce10, UCSC) using HISAT2 (version 2.2.1) [20]. Library quality metrics were assessed using the Picard tools (version 2.26.5) (CollectRnaSeqMetrics and MarkDuplicates) [21]. Gene expression quantification and differential expression were analyzed using featureCounts (part of the Subread package, version 2.0.3) [37] and DESeq2 (version 1.36.0) [38], respectively. The sequencing data (FASTQ files) were deposited in the NCBI’s Sequence Read Archive (SRA) database through the Gene Expression Omnibus (GEO), and the processed gene quantification files and differential expression files were deposited in the GEO. The complete dataset can be accessed through the GEO with the accession number GSE197834. To evaluate the concordance of gene expression quantification, we generated a heatmap of the sample-to-sample distances and a PCA plot of the samples using the heatmap and plotPCA functions in DESeq2, respectively [39]. An unsupervised hierarchical clustering of the DEGs detected in the standard RNA-seq was performed using ComplexHeatmap [40] following the protocol of Lewis et al. [41]; the clustering was done based on the read counts of each gene in both the standard and the single-worm RNA-seq. Gene ontology (GO) enrichment analyses were conducted to identify significantly regulated biological processes using the web-based program Gorilla (http://cbl-gorilla.cs.technion.ac.il/) [42].

### qRT-PCR

Total RNA was obtained as described above and subjected to qRT-PCR following our published protocol with modifications [30]. Briefly, reverse transcription was done using the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio). Quantitative PCR was conducted on StepOnePlus Real-Time PCR system using Power SYBR Green PCR Master Mix in a 96-well plate format (Applied Biosystems). Relative fold changes for transcripts were calculated using the comparative *C*_T_ (2^−ΔΔC^T) method and normalized to pan-actin (*act-1*, *act-3*, and *act-4*). Cycle thresholds of amplification were determined by StepOne Software v2.3 (Applied Biosystems). All samples were run in triplicate. Primer sequences for *vit-1*, *vit-2*, *vit-3*,*4*,*5*, and *vit-6* were described in Dowen et al. [43] and are also available upon request.

### Standard RNA-seq

Standard RNA-seq was done in the study of Sellegounder et al. [16]. Sequence data (FASTQ files) were retrieved from the NCBI’s SRA database through the GEO using the accession number GSE122544. Below is a brief description of the standard RNA-seq protocol. RNA was extracted from five replicates of *P. aeruginosa*-infected or uninfected control worms using QIAzol lysis reagent (Qiagen) and purified with the RNeasy Plus Universal Kit (Qiagen). RNA samples (2.5 µg per sample) with RQNs ranging from 8 to 10 were used for sequencing library preparation using the TruSeq Stranded mRNA Library Prep Kit (Illumina). Libraries were quantified, pooled, denatured, and sequenced on a HiSeq 2500 sequencer. On average, 40 million reads with a read length of 2 × 100 bp were generated for each sample. Sequence data (FASTQ files) were subjected to bioinformatics analysis as described above for the single-worm RNA-seq.

### Statistical analysis

The two-sample *t* test was conducted for the pairwise comparisons shown in Figs. 2A, B and 4A, B, D, E, S2B, C, D, S3A, B, D, and S5; *p* values < 0.05 were considered significant [16].

## Supplementary Information

**Additional file1: Fig. S1-S5.**

**Additional file 2: Table S1.** Five biological replicates of four group samples used in this study.

**Additional file 3: Table S2.** Tissue-specific genes detected in single-worm samples.

**Additional file 4: Table S3.** Enriched biological processes revealed by standard RNA-seq relative to single-worm RNA-seq.

**Additional file 5: Table S4.** Enriched biological processes revealed by single-worm RNA-seq relative to standard RNA-seq.

**Additional file 6: Table S5.** Enriched biological processes revealed by single-worm RNA-seq (infected samples relative to uninfected samples).

**Additional file 7: Table S6.** Attenuated biological processes revealed by single-worm RNA-seq (infected samples relative to uninfected samples).

**Additional file 8: Table S7.** Enriched biological processes revealed by standard RNA-seq (infected samples relative to uninfected samples).

**Additional file 9: Table S8.** Attenuated biological processes revealed by standard RNA-seq (infected samples relative to uninfected samples).

## Data Availability

The RNA sequencing data have been deposited in the NCBI’s Sequence Read Archive (SRA) database through the Gene Expression Omnibus (GEO). The processed gene quantification files and differential expression files have also been deposited in the GEO. The complete dataset can be accessed through the GEO with the accession number GSE197834.

## Abbreviations

RNA-seq: RNA sequencing
NGS: Next-generation sequencing
DEG: Differentially expressed gene
RQN: RNA quality number
FA: Fragment Analyzer
UCSC: University of California, Santa Cruz
UTR: Untranslated region
rRNA: Ribosomal RNA
PCA: Principal component analysis
FDR: False discovery rate
GO: Gene ontology
NCBI: National Center for Biotechnology Information
SRA: Sequence Read Archive
GEO: Gene Expression Omnibus

# Supplementary material for: Using single-worm RNA sequencing to study C. elegans responses to pathogen infection
**Source:** BMC Genomics. 2022 Sep 14;23:653. doi: 10.1186/s12864-022-08878-x
**Supplement:** Supplementary file 1 — Additional file1: Fig. S1-S5.

Figure S1

A Standard vs. Standard

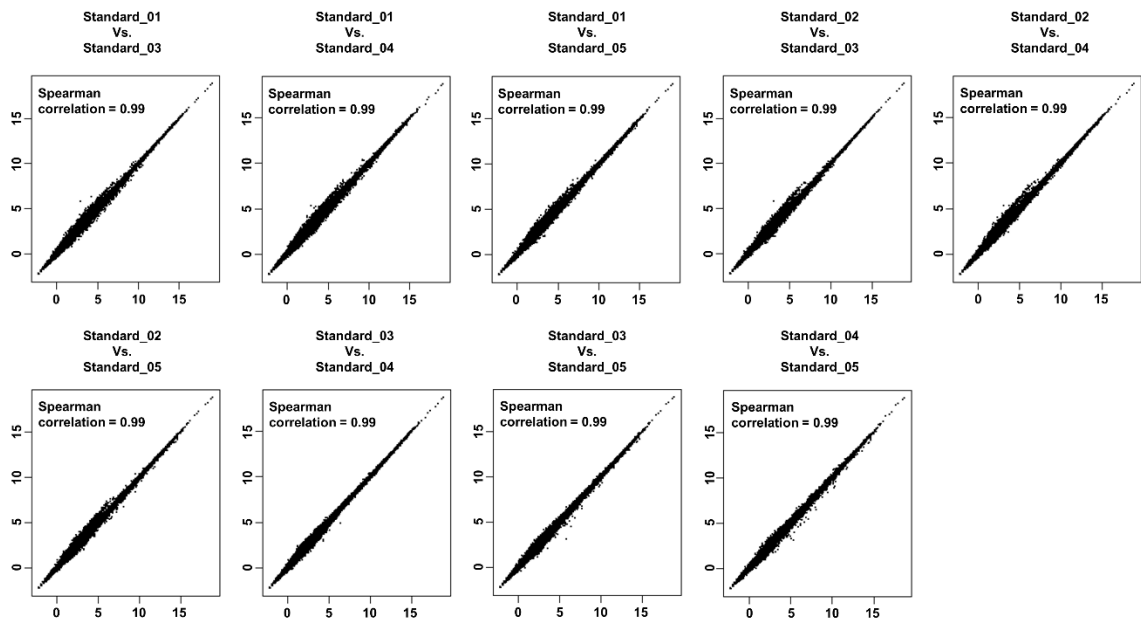

B Single\_worm vs. Single\_worm

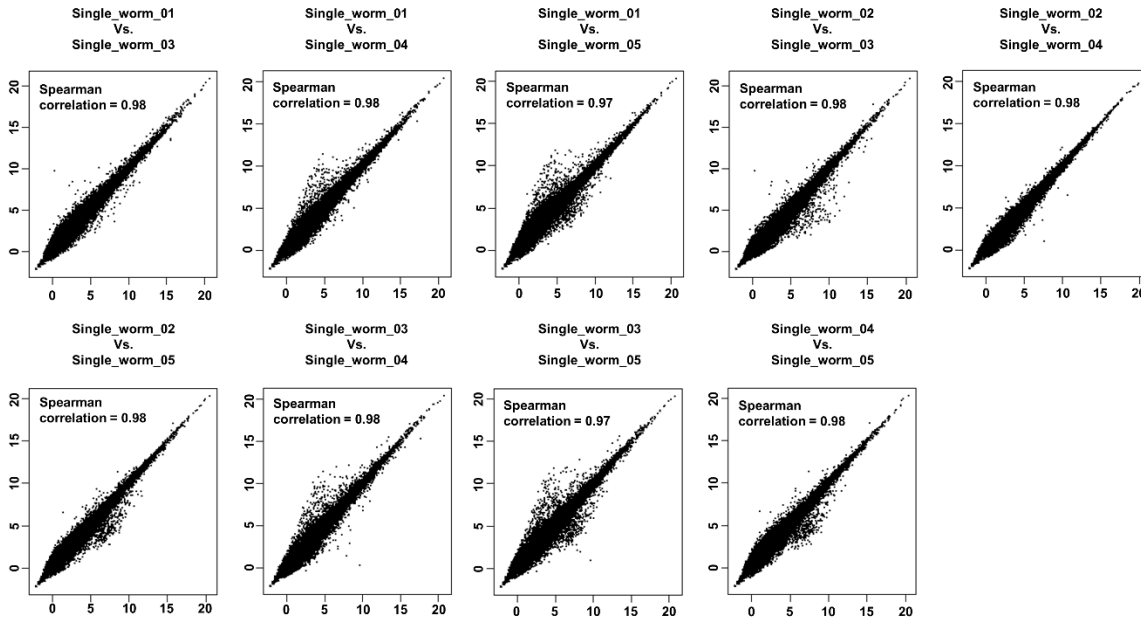

### C Single\_worm vs. Standard

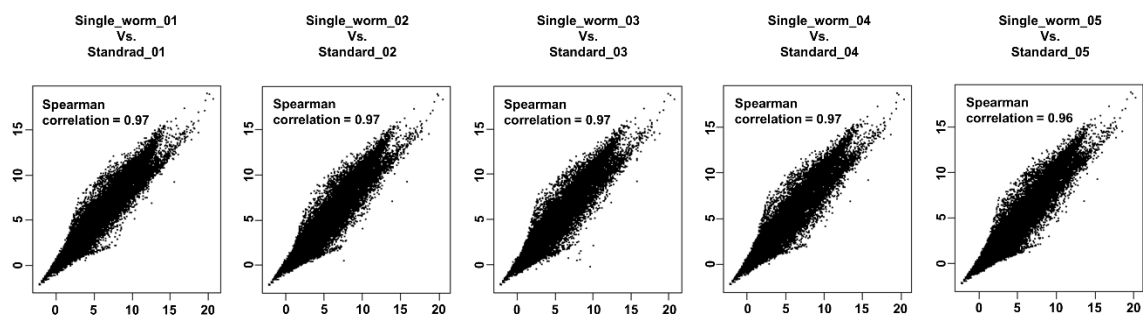

**Fig. S1. Scatter plot of the  $\log_2(\text{cpm}+1)$  values and Spearman's rank correlation coefficient between samples within the standard RNA-seq (A), between samples within the single-worm RNA-seq (B), as well as between the single-worm and standard samples (C).**

**Figure S2**

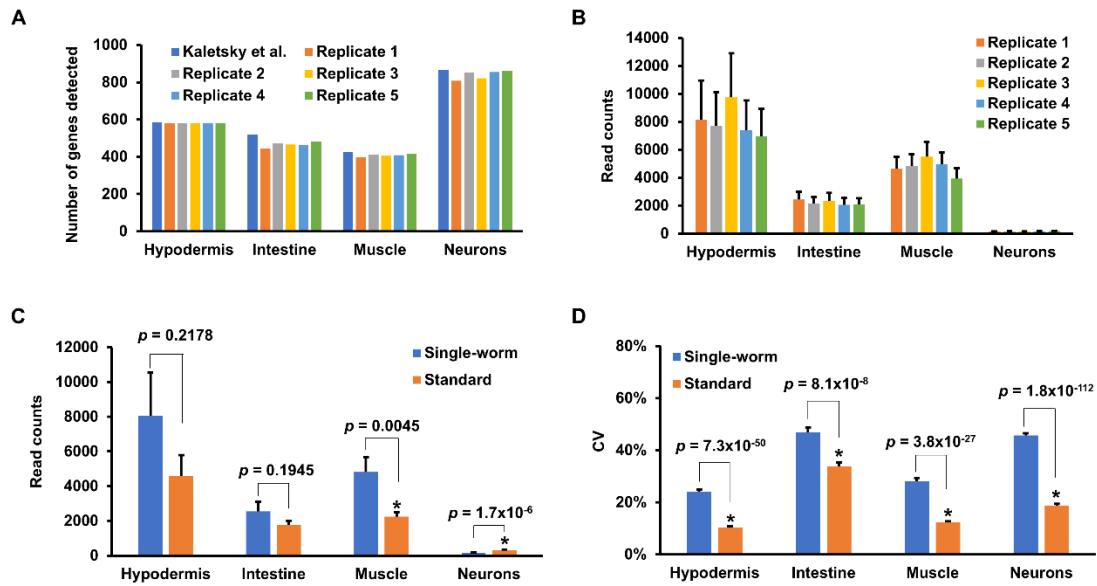

**Fig. S2. Tissue-specific gene expression detected by the single-worm and standard RNA-seq.** (A) The tissue-specific genes identified by Kaletsky et al. (2018 PLoS Genetics 14(8): e1007559) were used as a reference. The numbers of such tissue-specific genes found in each of the single-worm samples were plotted and compared to the reference. (B) The mean read counts of tissue-specific genes in each of the single-worm samples were plotted. The values were compared between samples within each tissue category using the two-sample *t* test, and no significant difference was found between any two samples. Error bars represent standard deviation. (C) The mean read counts of tissue-specific genes were compared between the single-worm and standard samples. Error bars represent standard deviation. The asterisk (\*) denotes a significant difference between the single-worm and the standard samples. (D) The coefficient of variations (CVs) of read counts of tissue-specific genes were compared between the single-worm and standard samples. Error bars represent standard deviation. \* denotes a significant difference between the single-worm and the standard samples.

**Figure S3**

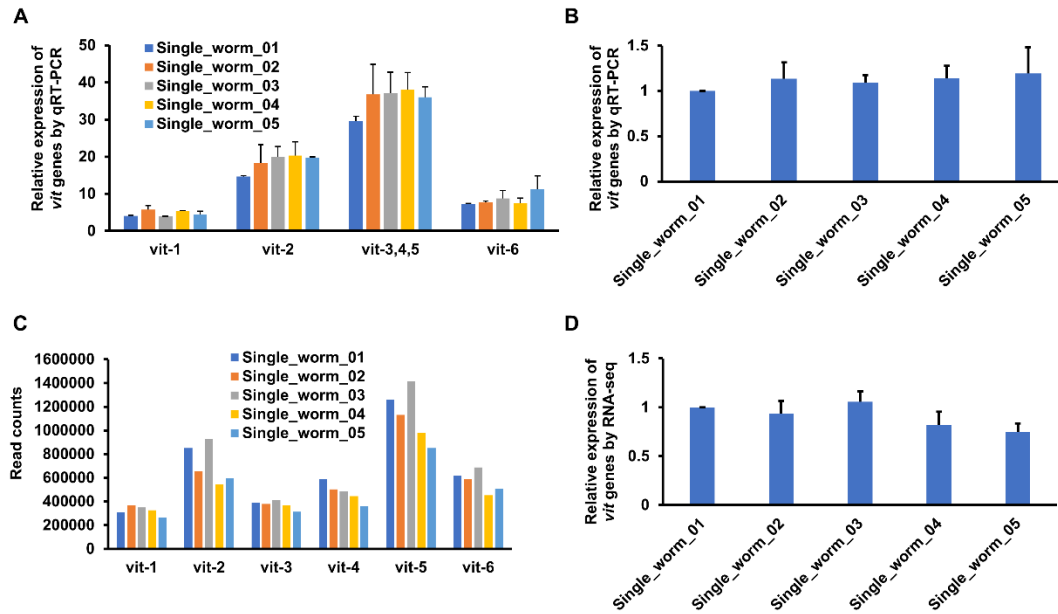

**Fig. S3. The expression levels of vitellogenin genes in the five biological replicate samples of the single-worm RNA-seq.** (A) qRT-PCR was performed to measure the expression of *vit* genes relative to pan-actin in the five single-worm samples. Error bars represent standard deviation of three technical replicates. (B) The means of relative expression of six *vit* genes in the five samples measured by qRT-PCR. The expression value of each *vit* gene in the five replicates were normalized against replicate 1. Columns represent the means of the relative expression of the six *vit* genes. Error bars represent standard deviation. Pairwise comparisons between the five replicates were done using the two-sample *t* test, and no significant difference was found between any two samples. (C) Read counts of six *vit* genes in the five replicates measured by the single-worm RNA-seq. (D) The means of relative expression of six *vit* genes in the five replicates measured by the single-worm RNA-seq. The read counts of each *vit* gene in the five replicates were normalized against replicate 1. Columns represent the means of the relative expression of the six *vit* genes. Error bars represent standard deviation. Pairwise comparisons between the five replicates were done using the two-sample *t* test, and no significant difference was found between any two samples.

**Figure S4**

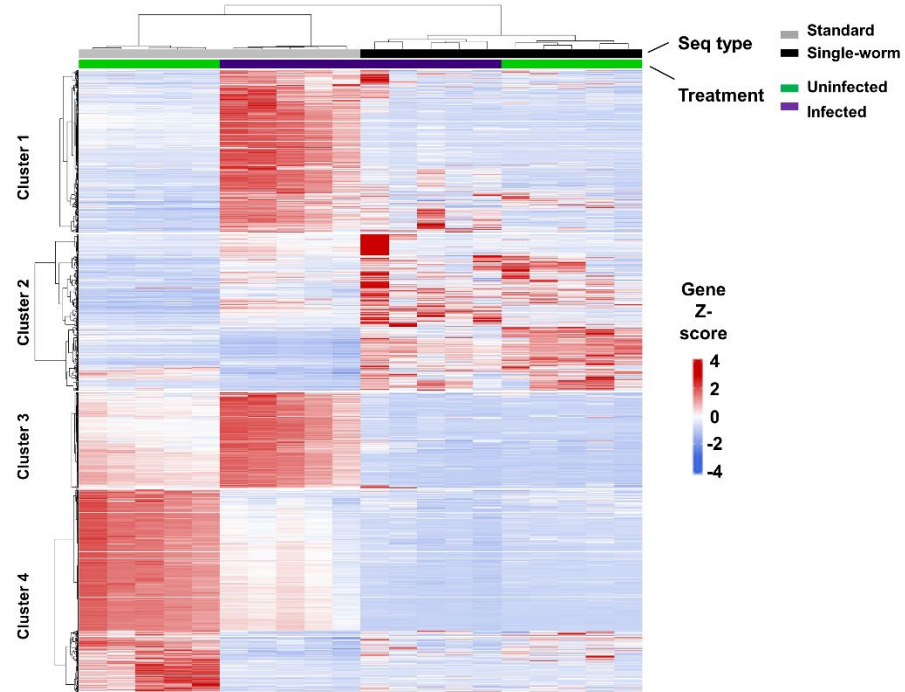

**Fig. S4. Clustering analysis of the DEGs detected in the standard RNA-seq.** Unsupervised hierarchical clustering was done based on the read counts of each gene in both the standard and the single-worm RNA-seq using ComplexHeatmap. The resulting heatmap showed that the genes in the standard RNA-seq were clustered into four clusters, while these genes in the single-worm RNA-seq were largely not significantly regulated and exhibited largely similar but distinct patterns of expression among the five single-worm samples.

**Figure S5**

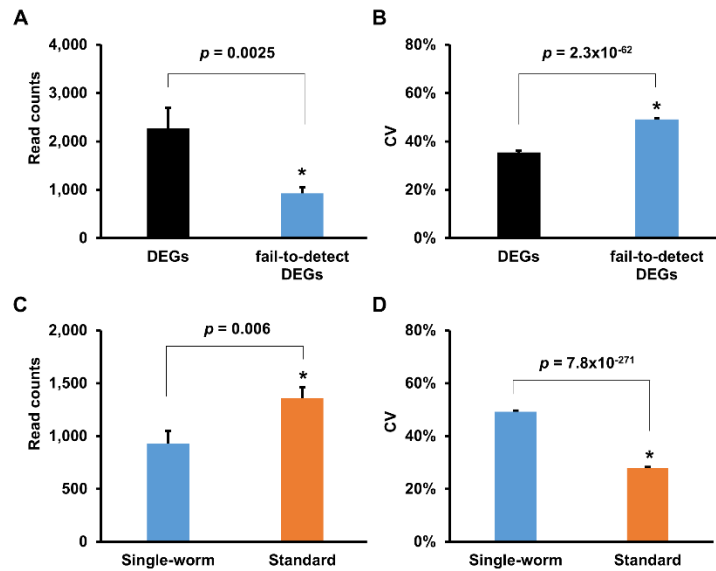

**Fig. S5. Read counts and variance of expression quantification of DEGs and fail-to-detect DEGs.** (A) The means of read counts of DEGs (black column) and fail-to-detect DEGs (blue column) in the single-worm RNA-seq were calculated by averaging the read counts of all genes in each of these two groups. Error bars represent Standard Error of the Mean (SEM). The asterisk (\*) denotes a significant difference between DEGs and fail-to-detect DEGs.  $p$  value was calculated using the two-sample  $t$ -test assuming unequal variances. (B) Coefficient of variation (CV) was calculated by averaging the CVs of all genes in the DEG group (black column) or the fail-to-detect DEG group (blue column) in the single-worm RNA-seq. Each gene's CV was calculated as standard deviation of read count divided by mean of read count. Error bars represent SEM. \* denotes a significant difference between DEGs and fail-to-detect DEGs.  $p$  value was calculated using the two-sample  $t$ -test assuming unequal variances. (C) The means of read counts of fail-to-detect DEGs in the single-worm (blue column) and standard (orange column) RNA-seq was calculated as in (A). Error bars represent SEM. \* denotes a significant difference between single-worm and standard RNA-seq.  $p$  value was calculated using the two-sample  $t$ -test assuming unequal variances. (D) The CVs of fail-to-detect DEGs in the single-worm (blue column) and standard (orange column) RNA-seq were calculated as in (B). Error bars represent SEM. \* denotes a significant difference between single-worm and standard RNA-seq.  $p$  value was calculated using the two-sample  $t$ -test assuming unequal variances.

# Supplementary material for: Using single-worm RNA sequencing to study C. elegans responses to pathogen infection
**Source:** BMC Genomics. 2022 Sep 14;23:653. doi: 10.1186/s12864-022-08878-x
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Five biological replicates of four group samples used in this study.

**Table S1. Five biological replicates of four group samples used in this study**

| **Uninfected sample** | **Infected sample** | **RNA-seq analysis** |
| --- | --- | --- |
| Single worm | Single worm +  *P. aeruginosa* | Conducted in this study |
| Bulk worms | Bulk worms +  *P. aeruginosa* | Conducted by us in a previous study (Sellegounder et al. 2019 Science Advances 5(11): eaaw4717) |

# Supplementary material for: Using single-worm RNA sequencing to study C. elegans responses to pathogen infection
**Source:** BMC Genomics. 2022 Sep 14;23:653. doi: 10.1186/s12864-022-08878-x
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. Tissue-specific genes detected in single-worm samples.

**Table S2. Tissue-specific genes detected in single-worm samples**

|  | **Hypodermis** | **Intestine** | **Muscle** | **Neurons** |
| --- | --- | --- | --- | --- |
| Reference (kaletsky et al. 2018 PLoS Genetics 14(8): e1007559) | 584 | 519 | 426 | 867 |
| Single-worm replicate 1 | 580 (99.3%) | 443 (85.4%) | 398 (93.4%) | 807 (93.1%) |
| Single-worm replicate 2 | 582 (99.7%) | 471 (90.8%) | 410 (96.2%) | 852 (98.3%) |
| Single-worm replicate 3 | 580 (99.3%) | 465 (89.6%) | 407 (95.5%) | 821 (94.7%) |
| Single-worm replicate 4 | 582 (99.7%) | 462 (89.0%) | 408 (95.8%) | 855 (98.6%) |
| Single-worm replicate 5 | 582 (99.7%) | 481 (92.7%) | 417 (97.9%) | 859 (99.1%) |

How the deposited data were processed for this re-analysis (not part of the article)

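RNA-seq data of 20 samples of C. elegans were analysed: 5 infected and 5 uninfected single worms, and 5 infected and 5 uninfected samples of pooled worms from the standard RNA-seq of an earlier study. Infected worms had been exposed to P. aeruginosa for 24 h at 25 °C after growth at 20 °C. Controls had E. coli OP50 in its place, so infection coincides with a change of bacteria. The condition and replicate of each single worm were taken from the sample titles and the matching column names, and the agent field of the labels also gives the condition. The standard columns carry numbers from Standard_01 to Standard_10 and no condition. Fig. 5C of the paper shows them in 2 clusters of 5, which its text calls the infected and uninfected groups, and the comparison in the same table gives the direction, since its fold change is that of Standard_06 to Standard_10 over Standard_01 to Standard_05 and its number of up-regulated genes is the paper's. All 20 per-sample columns were used and 0 were left out.

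The authors aligned reads to the ce10 genome with HISAT2 (2.2.1), counted fragments on exons with featureCounts of Subread (2.0.3) and tested DEGs with DESeq2 (1.36.0). The annotation, the strand setting and the treatment of reads that map to several places are not given in the sources used here. The deposited per-sample values are a signal that the authors made by dividing the read counts by DESeq2 size factors, separately in the single-worm and the standard table, and the baseMean column is the mean of that signal. The log2 fold changes and their standard errors are deposited as the authors computed them with DESeq2. The stat column is a score that the authors obtained as the fold change over its standard error. The p-value columns, unadjusted and adjusted, are also the authors' DESeq2 output as deposited. Each table holds 42048 genes. Read counts were recovered by dividing each column by its step, and 100% of the values of each library were whole numbers within a tolerance of 0.01. A total of 11 gene names read as dates, and they were kept as listed.

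The total of the recovered reads was 16599563 to 22845089 in the single-worm libraries and 18756821 to 34883195 in the standard libraries. Where a group of 5 libraries held 0 reads of a gene, the fold change is given as a lower bound against a floor of 3 reads over the group, and where it held 1 to 3 reads, as a ratio with an exact Poisson interval at a confidence level of 95%. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

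The DEG tests had been written for raw read counts and for normalized values, and the form for normalized values was used, because the deposited values are normalized. Infected and uninfected samples of each method were compared with limma (3.58.1; trend on, robust off) in R (4.3.3) on log2 of the value plus a pseudocount of 1. Genes with a mean of at least 10 over the fitted samples were tested. Calls needed a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 1.5-fold. The standard and the single-worm samples of uninfected worms, and the interaction of infection and method over all 20 samples, were tested in the same way on recovered reads with median-ratio size factors computed jointly. Replicate numbers were not used as a block in the comparisons reported at the claims.

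Shared DEGs were compared with chance by a two-sided Fisher's exact test over genes tested in both methods, and R² was taken across genes. Spearman's rho was computed for each pair of samples on cpm values, and each sample's mean rho to its group was compared between methods by an exact two-sided permutation test. The CV was the SD over the mean of the normalized read counts. Principal components and distances used log2(cpm + 1). A gene was detected when any library of a method had at least 1 read. Where thinning is stated, standard libraries above the median single-worm total of 19599937 reads were thinned at random to it. Standard_10 was below it and was kept whole. Biotype and strand came from the WBcel235 annotation by gene name, which matched 38832 names, and no coordinate was used, since the authors' genome build was ce10.

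The gene families were fixed by gene symbol, since the table of GO terms used by the authors was not used here. Each family was tested among higher and lower DEGs by a two-sided Fisher's exact test against the other genes tested, with Benjamini-Hochberg adjustment over 102 tests. An odds ratio with no gene of the family outside the call was computed with 0.5 added to each cell. The camera and fry tests of limma were run beside it, and camera also with the correlation between genes estimated. This last form put no family past the threshold in any comparison. The fry test asks whether a family changes, not whether it changes more than other genes.

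The genes named were chosen by a rule with several parts. The first holds the genes that the paper names, which are the vitellogenin genes vit-1 to vit-6 and the actin genes act-1, act-3 and act-4. The second holds the 5 largest rises and the 5 largest falls by single-worm log2 fold change among shared DEGs of the same direction, with a mean of at least 100 over the 10 single worms and with every infected sample beyond every uninfected one in both methods. The third holds the 3 smallest adjusted p among genes called only in single worms with the same minimum mean. The fourth holds the 5 largest CVs among uninfected single worms with a mean of at least 100. The fifth holds the 3 largest differences each way between standard and single-worm samples with a mean of at least 100 in both. The gene sets, this rule, the tests and most alternatives were set before the data were examined. Cell type marker lists (oocyte and germline, early embryo, sperm, muscle, neuron, intestine, hypodermis and moulting genes) served only in the closing section.

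The alternatives were edgeR (4.0.16) and DESeq2 (1.42.0) on recovered reads, TMM and quantile normalization, total count scaling between methods, pseudocounts of 0.5 and 5, a minimum mean of 50 or none, a 2-fold or no fold-change threshold, a joint fit of 4 groups, infection as a covariate, a replicate block, the calls of the authors' deposited table, and each sample left out in turn. Alternatives added after the values were seen were a threshold of 1.45-fold, DESeq2 on all 20 samples, regularized log values, the authors' calls at 1.45-fold, a detection threshold of at least 1 count in at least 5 samples, total count scaling and a replicate block for the families, cpm values for the CVs of named genes, and samples left out in turn for the correlations, components, numbers of genes detected and fail-to-detect DEGs.

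The tests were checked on data simulated from the libraries, in which 200 genes were changed by a log2 fold change of 1.5 to 2. Of these, limma recovered 63.5% in the single-worm, 100% in the standard, 87% in the method and 67% in the interaction design. The number of DEGs was also compared with that of 100 groupings of the same samples, the real one included. Summaries were computed with Python (3.11.15), numpy (2.4.6), pandas (2.3.3) and scipy (1.17.1). The qRT-PCR measurements, the tissue-specific gene lists of the earlier literature and the GO analysis were not analysed here.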

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

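The tests of library size, depth, strand, low counts, study and other groupings of the samples given here were chosen after the results were seen.

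In groups of 5 samples, a value was set apart when the gap between the highest or lowest sample and its nearest neighbour was a large enough part of the group's range by Dixon's test at the 95% level. Among 127 groups tested, 18 had a sample apart. Chance gives about 1 in 20, or 6.35 groups. The groups were 8 of uninfected single worms, 6 of infected single worms, 3 of infected standard samples and 1 of uninfected standard samples, and 5 of the 8 were replicate 5 of the uninfected single worms.

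Among uninfected single worms, the genes chosen for the largest CV account for most of these, which follows from how they were chosen. The gap over the range was 0.957 for C45E5.4, 0.915 for Y73F4A.2, 0.918 for Y41C4A.11 and 0.849 for gpx-3 in replicate 5, and 0.955 for col-92 in replicate 2. C45E5.4, Y73F4A.2 and gpx-3 ranked the 5 worms alike, so their values apart in replicate 5 are not independent. The count of Y41C4A.11 was 3130 in replicate 5 against 296 in the next worm, and that of col-92 was 1925 in replicate 2 against 102. Other values apart were those of B0024.4 in replicate 2 (0.817), col-143 in replicate 3 (0.862) and dod-21 in replicate 5 (1), the last of which rests on 2 reads. Among infected single worms, the gap over the range was 0.902 for acdh-1 in replicate 2, with a count of 20650 against 2111 in the next worm. It was 0.941 for T22B7.7 in replicate 1 (17024 against 1363), 0.916 for col-92 in replicate 3, 0.901 for Y73F4A.2 and 0.747 for C45E5.4 in replicate 4, and 0.754 for ilys-2 in replicate 5.

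In the standard samples, Standard_10 lay apart from the other infected samples in its mean rho to them (0.783), in cysl-2 (0.839) and in Y39B6A.27 (0.790), and Standard_05 lay apart from the other uninfected samples in ilys-5 (0.832). The 3 values in Standard_10 come from the same library and are not independent. Standard_10 is the smallest standard library. After thinning to single-worm depth, it was no longer the sample apart in mean rho, where the largest gap over the range was 0.350, so its library size is a candidate explanation for that value. It was still apart in cysl-2 (0.783), as was Standard_05 in ilys-5 (0.826), which argues against library size for these. For Y39B6A.27 the gap over the range fell to 0.497 at a mean of 26.6 reads, too few to decide. In the single worms, 13 of the 14 gene values set apart differed from the nearest worm by a larger factor (at least 1.46) than the library totals of the group did (1.24 in uninfected and 1.32 in infected worms), which argues against library size. The exception, dod-21, has a nearest value of 0. A difference between the worms themselves, which the design of single worms names, a difference in lysis or amplification and RNA of other cells stay open for the single worms. For the pooled samples no biological explanation was tested.

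The effect of infection differed between the methods in 4387 genes by the interaction test. With infection labels exchanged within both methods, as many genes were found in 2 of 100 groupings, the real one included, out of 31752 possible. With the labels of the single worms alone exchanged, as many were found in 98 of 100 groupings drawn at random, the real one included. Exchanging the labels of a method removes its infection effect, so that mixed standard samples leave few differences and mixed single worms add some. Neither stands for equal effects in both methods, so whether chance can be excluded for this number was not decided by these groupings. With a mean of at least 50 in each method 3227 genes passed the threshold, which argues against low counts as the whole cause. With the standard libraries thinned to the median single-worm depth, 4216 genes passed it, which argues against their greater depth. All 20 libraries have a method that coincides with a study, so a difference between methods cannot be told apart from a difference between studies in worms, infection or kit. A difference between individual and pooled worms, which the design names, is among these and was not tested.

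Of the genes named by rule, 12 passed the interaction test. The difference in log2 fold change, single-worm minus standard, was -1.41 for vit-2, 1.21 for vit-3 and -1.03 for vit-6. Reads of these genes can be shared with near-identical paralogs, and no test of that was made. For shared DEGs with the largest rises it was 2.05 for gst-38 and 2.15 for C32H11.1, the latter against 4 reads in the uninfected standard samples. For those with the largest falls it was -3.60 for ilys-2, -3.12 for ugt-32, -2.01 for Y34F4.2 and 4.24 for acdh-1. Genes called only in single worms differed by 3.58 for cysl-2, -2.70 for Y39B6A.27 and -0.82 for atf-5. The differences of C32H11.1 and ugt-32 were no longer past the threshold with DESeq2 (adjusted p of 0.498 and 0.204; range over the alternatives 0.000163 to 0.498 and 0.00834 to 0.204), and that of ugt-32 also failed when any of 8 single samples was left out, which were uninfected replicates 1 and 2 and infected replicates 1 and 5 of the single worms and Standard_02, Standard_03, Standard_06 and Standard_08, with an adjusted p of at most 0.062. The same confounding of method with study holds for each of these genes.

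The paper does not discuss piRNA loci. A read was found on 4450 of 13394 piRNA loci in the single-worm libraries and on 732 in the standard libraries. The standard libraries are the deeper ones, so depth is argued against. Reads of a gene on the other strand, counted without regard to strand, would raise loci opposite a gene only. Outside protein-coding genes 35.7% of the loci had a read in the single-worm libraries against 3.49% in the standard libraries, which argues against this as the whole explanation of the piRNA loci. The share was 29.6% against 3.59% for loci opposite a gene and 28.8% against 13.5% for loci on the same strand. Traces of genomic DNA, unannotated transcripts and the library kit stay open, and no biological explanation was tested.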

How the results depend on the processing

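The alternatives with a 1.45-fold threshold, DESeq2 on all 20 samples, regularized log values, the authors' calls at 1.45-fold, at least 1 count in at least 5 samples, cpm values for CVs of named genes, total count scaling and a replicate block for families, and samples left out in turn for correlations, components, genes detected and fail-to-detect DEGs were chosen after the results were seen.

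Over the main results of each comparison, 575 values under an alternative stayed within the range set for a change, 66 moved beyond it and 1 reversed. For single genes and families, 80 of 105 results kept their direction and call under every alternative tried, and of 1528 pairs of a result and an alternative 1466 did, 38 became weaker, 13 became stronger, 5 moved and 6 reversed. Where no reason is given, the cause was not tested.

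With DESeq2 on recovered reads, the single-worm DEGs rose to 1915, of which 1382 were higher, and a fit of all 20 samples with 4 groups gave 2551, of which 1541 were higher and 1010 lower. Quantile normalization gave 616 lower single-worm DEGs. In the standard samples, a 2-fold threshold left 5118 DEGs and 1358 lower ones, since fewer genes pass it, and without a fold-change threshold 6249 were lower. Of genes that differ between methods in uninfected worms, a minimum mean of 50 left 5778, with 2320 lower in standard, since fewer genes were tested. DESeq2 on all 20 samples gave 15964, with 11148 lower. Total count scaling gave 8223 higher and 3379 lower, DESeq2 9752 lower and no filter on low counts 9271 lower.

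The R² over all genes was 0.296 without a filter, 0.601 with a minimum mean of 50, and 0.210 with DESeq2 and with the fold changes of the authors' deposited table, at 1.5-fold and at 1.45-fold. For shared DEGs it was 0.690 with DESeq2, and for the authors' deposited table it was 0.687, and 0.690 at 1.45-fold. For shared DEGs of the same direction, the values in that order were 0.765, 0.764 and 0.767. For non-overlapping DEGs it was 0.179 without a filter, 0.129 with DESeq2, and 0.130 with the authors' deposited table, or 0.131 at 1.45-fold. Spearman's rho, which is another statistic, was 0.871 for shared DEGs, 0.886 for those of the same direction and 0.556 for non-overlapping DEGs. With each sample left out in turn, the R² ranged from 0.448 to 0.547 over all genes, from 0.754 to 0.807 for shared DEGs, from 0.806 to 0.850 for those of the same direction and from 0.269 to 0.415 for non-overlapping DEGs.

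The median CV of single worms was 0.145 with a minimum mean of 100 and 0.272 in infected worms, and ranged from 0.177 to 0.200 with a sample left out. That of standard samples was 0.0484 with a minimum mean of 100 and 0.0817 in infected samples, and ranged from 0.0611 to 0.0699. The CV of single-worm DEGs over that of fail-to-detect DEGs was 0.901 over all 10 samples, 0.713 with the calls of the authors' deposited table and 0.858 with those at 1.45-fold over all 10 samples, and ranged from 0.732 to 0.825 with a sample left out. The count of fail-to-detect DEGs in single-worm over standard samples was 0.508 as a median over genes, and ranged from 0.684 to 0.761. The ratio of their CVs was 2.70 over all 10 samples, 2.65 as a median, 1.75 with the calls of the authors' deposited table and 2.02 with those at 1.45-fold over all 10 samples, and ranged from 2.26 to 2.29. The count of DEGs over fail-to-detect DEGs ranged from 2.01 to 3.28 with a sample left out.

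The vitellogenin mean of replicate 5 relative to replicate 1 was 0.924 in cpm values. The first 2 components held 57.4 and 35.2% of the variance with the 500 genes of largest variance, and 54.9 and 19.7% with variance-stabilized counts. With a sample left out, the first ranged from 63.6 to 65.8% and the second from 20.0 to 22.4%. With at least 10 counts in at least 5 samples, 13558 genes were detected in single-worm and 14266 in standard samples, so that the difference reversed to -708. With at least 1 count in at least 5 samples it was 3682, and with a sample left out it ranged from 7014 to 7794.

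Among families, the direction reversed for C-type lectins and UDP-glucuronosyltransferases among lower single-worm DEGs, which as whole families moved upward under camera (adjusted p of 3.51e-05 and 0.00585) and fry (3.86e-05 and 0.000643), and for chemoreceptors among higher standard DEGs with the calls of the authors' deposited table (odds ratio 0.567), which hold genes of lower counts. Over the alternatives, the adjusted p of the chemoreceptors ranged up to 0.418, with DESeq2. In standard samples, UDP-glucuronosyltransferases (0.136) and collagens (0.0757) were not past the threshold under camera. Saposin-like proteins among lower single-worm DEGs were not past the threshold under camera (0.352) or fry (0.381), nor core histones under fry (0.0582) or with a replicate block (0.252). The vit-6 gene in standard samples reversed to -0.019 under quantile normalization, which says nothing about its rise, since vit-6 and vit-2 held ranks 1 and 2 in every standard sample and this normalization fixes the values of ranks.

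Among single genes, the call of vit-1 in single worms was lost under quantile normalization, edgeR and 6 of the 10 samples left out in turn, with an adjusted p of up to 0.122 and a log2 fold change between -2.28 and -1.44 with a sample left out. The call of vit-3 was lost under quantile normalization and without uninfected replicate 1, 2, 3 or 4, with an adjusted p of up to 0.0735. The call of act-4 in standard samples rests on the 1.5-fold threshold, and was lost under quantile normalization (-0.58), edgeR (-0.58) and without Standard_01, Standard_02 or Standard_07. The call of acdh-1 in single worms was lost with edgeR (adjusted p = 0.107, range over the alternatives 4.6e-05 to 0.107). The vit-4 gene was called in single worms with DESeq2 (-0.81) and in the fit of 4 groups (-0.95), and Y39B6A.27 in standard samples under quantile normalization (-0.77).

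With the replicate number as a block, 1034 single-worm DEGs and 5219 genes with an interaction were called. The deviations from the group means of infected and uninfected worms of the same number had correlations of 0.0561, -0.235, 0.0016, 0.242 and -0.148, so the numbers do not pair the worms. The standard samples were not blocked, since their columns carry no numbers that link infected and uninfected samples.

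The single-worm count of DEGs ranged from 906 without uninfected replicate 4 to 1365 without infected replicate 1, the standard count from 8272 to 8679, the interaction count from 3881 to 4896 and the count of genes that differ between methods from 9443 to 9937. Depth limits genes with few reads: of the fail-to-detect DEGs, 1144 were below the minimum mean in single worms, and a group at 0 reads allows up to 3 reads over its 5 libraries.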

Differences from the paper's values

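The settings with a 1.45-fold threshold, DESeq2 on all 20 samples, regularized log values and the authors' calls at 1.45-fold were chosen after the values were seen, and the others were set before the data were examined.

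The paper gives 1947 single-worm DEGs and 1223 were found here. Of the alternatives set before the data were examined, DESeq2 (1915), quantile normalization (1353), no fold-change threshold (1324), a fit of 4 groups (2551) and, of the samples left out in turn, infected replicate 1 (1365) gave values within 1.5 times the paper's. TMM (1263), no filter (1116), a minimum mean of 50 (1128), pseudocounts of 0.5 (1219) and 5 (1231), edgeR (1284), a 2-fold threshold (978) and a replicate block (1034) did not, nor did a 1.45-fold threshold (1251). The authors' deposited table at 1.45-fold, a setting chosen after seeing the values, holds 1947, and the threshold was itself found by comparing 21 thresholds with the paper's numbers.

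The paper gives 1385 up-regulated genes in single worms and 844 were found here. DESeq2 (1382), edgeR (967), a fit of 4 groups (1541) and, of the samples left out in turn, infected replicate 1 (992) gave values within 1.5 times the paper's, and the other alternatives set before the data were examined did not. The authors' deposited table at 1.45-fold, chosen after seeing the values, holds 1385.

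The paper gives 1590 single-worm DEGs also detected by the standard method and 1021 of the same direction were found here. DESeq2 (1561), quantile normalization (1089), TMM (1062), edgeR (1087), no fold-change threshold (1183), a fit of 4 groups (1840) and, of the samples left out in turn, infected replicate 1 (1169) gave values within 1.5 times the paper's. No filter (960), a minimum mean of 50 (900), pseudocounts of 0.5 (1021) and 5 (1024), a 2-fold threshold (811), a replicate block (892), thinned standard libraries (1012) and the best 1947 genes of each method (914) did not. The authors' deposited table gave 1551 at 1.5-fold and, at 1.45-fold, 1590. The setting at 1.45-fold was chosen after seeing the values, as was a 1.45-fold threshold here (1050).

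The paper's R² over all common genes is 0.21 and the value here was 0.503. No filter (0.296), DESeq2 (0.210) and the fold changes of the authors' deposited table (0.210) gave values near the paper's, and a minimum mean of 50 (0.601) and Spearman's rho (0.574) did not. For non-overlapping DEGs the paper's R² is 0.10 and the value here was 0.333. DESeq2 (0.129), the authors' deposited table (0.130) and no filter (0.179) gave values near the paper's, as did the authors' deposited table at 1.45-fold (0.131), chosen after seeing the values. A minimum mean of 50 (0.382) and Spearman's rho (0.556) did not.

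The paper gives 9677 genes higher in the standard RNA-seq and 4597 were found here in uninfected worms. Total count scaling (8223) gave a value within 1.5 times the paper's. DESeq2 (4678), infection as a covariate (4619), no filter (4900) and a minimum mean of 50 (3458) did not, nor did DESeq2 on all 20 samples (4816), chosen after seeing the values. In the other direction, the paper gives 4863 genes higher in the single-worm RNA-seq and 5173 were found here. With the 2 directions turned round, the paper's 9677 stands against 5173 here, and against 9752 with DESeq2, 9271 with no filter and 11148 with DESeq2 on all 20 samples, while its 4863 stands against 4597 here and 4678, 4900 and 4816 in the same order. Among genes with a read in both methods, as in the paper, DESeq2 gave 8398 and 4658, and 8445 and 4860 at 1.45-fold.

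The paper gives Spearman coefficients of 0.97 and 0.98 between single worms. The lowest and highest values here were 0.887 and 0.912 in uninfected and 0.904 and 0.922 in infected single worms. Genes with a mean of at least 10 gave a highest value of 0.979 in uninfected worms, within the error of the paper's, but a lowest of 0.920, and Pearson's r gave a highest value of 0.983 in infected worms, within the error. Pearson's r gave 0.975 to 0.993 in uninfected worms and regularized log values, chosen after seeing the values, 0.989 to 0.994, neither of which reached the paper's range at both ends. For standard samples the paper gives values above 0.99, and the lowest values here were 0.962 in uninfected and 0.958 in infected samples. The lowest values were 0.993 and 0.995 for genes with a mean of at least 10, 0.998 for Pearson's r and 0.999 for regularized log values, all above the paper's limit, and 0.986 for genes above 0. Between the methods, the paper gives 0.96 to 0.97 and the values here were 0.862 to 0.879 in uninfected worms. Genes with a mean of at least 10 (0.792 to 0.830) did not come near, and regularized log values, chosen after seeing the values, gave 0.981 to 0.985.

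The CV of fail-to-detect DEGs in the standard RNA-seq is about 28% in Fig. S5D, read by eye, and 18.0% here. The calls of the authors' deposited table gave 28.9%. All 10 samples (16.6%) and the median over genes (11.3%) did not come near, and the authors' calls at 1.45-fold over all 10 samples, chosen after seeing the values, gave 25.6%. The second component held about 34% of the variance in Fig. 5D, read by eye, and 21.4% here. The 500 genes of largest variance gave 35.2%, and variance-stabilized counts 19.7%.

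The paper describes signaling genes as higher in the standard RNA-seq and genes of metabolism, replication and translation as higher in the single-worm RNA-seq. Here 120 of 135 chemoreceptor genes and 35 of 88 neuropeptide genes were higher in single-worm samples, against 1 and 19 in standard samples. Of these families, 6 and 21 genes had a mean of at least 50 in both methods. Cytosolic ribosomal protein genes (65 of 75) and cell cycle genes (12 of 32, against 2) were higher in standard samples. Amino acid and one-carbon metabolism genes were near even (14 higher in standard and 11 in single-worm samples), and core histone genes were higher in single-worm samples (24 of 29). Under total count scaling, which moves all genes toward the standard samples, 34 neuropeptide genes were higher in standard and 28 in single-worm samples, and with all 20 samples and infection as a covariate 34 and 37. The cell cycle genes changed sides with all 20 samples and infection as a covariate (5 in standard and 7 in single-worm samples), and DESeq2 on all 20 samples, chosen after seeing the values, gave 5 cell cycle genes each way.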

Other observations

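The tests of explanations and those of the marker lists in this part were chosen after the results were seen. The marker lists themselves, the gene families and most alternatives were set before the data were examined. Total count scaling for the families, DESeq2 on all 20 samples and the 1.45-fold threshold were added after the values were seen.

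For each comparison across genes, the number of genes past the threshold was compared with 100 groupings of the same samples into groups of the same sizes, the real one included, out of 126 possible. As many genes as in the real grouping were found in 1 of 100 groupings for the single-worm DEGs, in 1 for the standard DEGs and in 1 for the genes that differ between the methods in uninfected worms. Chance as the source of these numbers can be excluded at this level. The next largest number of genes was 22 for the single-worm DEGs and 0 for the others. For the 4387 genes whose infection effect differs between the methods, as many were seen in 2 of 100 groupings with the labels exchanged in both methods and in 98 of 100 with those of the single worms alone exchanged. Exchanged labels remove the infection effect of a method and do not stand for equal effects in both, so these counts decide nothing about chance for this number.

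The standard RNA-seq gave more DEGs than the single-worm RNA-seq. After thinning to the median single-worm depth, 7887 DEGs remained in number in the standard samples, so a greater depth is argued against as the main cause. The spread between worms, the size of the infection effect in each study and the number of worms per sample stay open.

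More genes had a read in the single-worm than in the standard libraries. The median total of the standard libraries was 1.53 times that of the single-worm libraries, so a greater depth of the latter is argued against. Of 2169 non-coding RNA genes opposite a protein-coding gene, 64.9% had a read in the single-worm and 15.1% in the standard libraries. On the same strand as a gene, the shares were 65.7% and 51.6% of 921 genes. This is what reads of the other strand counted in libraries without strand information would give, so such reads are a candidate explanation for this group of genes. Non-coding RNA genes outside protein-coding genes also had a higher share in single-worm libraries (71.6% against 24.7%), which that explanation would not give. The paper's proposal that the lower RNA input may have brought out rare transcripts was not tested.

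The muscle gene myo-2, chosen after its values were seen, had normalized read counts of 2.101, 958, 18.4, 481 and 2830 in the 5 uninfected single worms and of 164, 70.2, 940, 3719 and 169 in the infected ones. In uninfected standard samples it ranged from 128 to 472. Counts of myo-1 (34.7, 1396, 81.9, 689 and 3089 in the same uninfected single worms), tnc-2, dod-6, pqn-31, flp-1 and flp-11 were also lowest in replicates 1 and 3. C45E5.4, Y73F4A.2 and gpx-3, named for their large CVs, ranked these worms as myo-2 did. Like myo-2, they were highest in replicate 4 of the infected worms. The muscle gene unc-54 stayed between 29366 and 47969 in the uninfected single worms. Those of myo-3 stayed between 466 and 910 and of unc-15 between 27884 and 46797. Those of unc-25 stayed between 499 and 813 and of act-4 between 75695 and 131390. The highest library total of these worms was 1.24 times the lowest, which argues against library size. The geometric mean of the muscle marker list differed by a factor of 2.50, far less than myo-2 itself, which argues against unequal recovery of muscle as a whole. By the same measure the neuron list differed by a factor of 1.80, so neurons as a whole did not vary like myo-2 either. Pearson's r of the neuron marker list with myo-2, as deviations from group means over the 10 single worms, was 0.862 (permutation p = 6.94e-05, the smallest they can give, adjusted p = 0.000556 over 8 lists), and Spearman's rho was 0.891 (permutation p = 6.94e-05, adjusted p = 0.000556). The muscle list had r = 0.749 (permutation p = 0.00535, adjusted p = 0.0214) and rho = 0.673 (permutation p = 0.0254, adjusted p = 0.102). The r was 0.506 for the hypodermis, 0.210 for the intestine, -0.283 for the oocyte and germline, -0.482 for the early embryo, 0.221 for the sperm and -0.231 for the moulting list, with adjusted p of at least 0.136 by the same permutation test. Without the 2 worms farthest from the median, r was 0.734 for the neuron, 0.761 for the muscle and 0.613 for the intestine list. Since the muscle list followed myo-2 as well, the test does not single out the head, where myo-2 and many neurons lie. Whether the muscle list did so through a few genes such as myo-1 was not tested. Unequal recovery of RNA from the head and a difference between the worms in these genes stay open. The paper's comparison of tissue-specific genes used lists that were not analysed here.

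In uninfected single worms, the median SD of the marker lists on the log2 scale was compared with 10000 random lists of like abundance. The early embryo list was at percentile 99.99, muscle at 99.93, sperm at 97.57, moulting at 94.53, intestine at 87.76, neuron at 76.33, hypodermis at 51.16 and oocyte and germline at 3.39. No cause was tested for these.

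In infected single worms, the median log2 fold change was -0.03 for the oocyte and germline list, 0.08 for early embryo, -0.50 for sperm, -0.23 for muscle, 0.05 for neuron, 0.13 for intestine, 0.13 for hypodermis and 0.71 for moulting genes. In infected standard samples it was -0.97 for oocyte and germline (0 of 27 genes higher), -0.79 for early embryo, -3.65 for sperm, 1.26 for neuron, 1.03 for intestine, 0.83 for hypodermis and 0.39 for moulting genes, and -0.39 for muscle. For sperm in single worms the mean was positive (0.05) while the median was negative. Under quantile normalization, where the median over all genes in the standard samples was -0.24, no list changed its sign in these samples and the neuron list was at 0.78. In single worms, the medians of early embryo (-0.03), neuron (-0.12) and hypodermis (-0.07) changed sign under quantile normalization, and that of sperm (0.25) with DESeq2. A smaller share of germline RNA alone would raise all other tissues alike. With each sample left out in turn, muscle stayed between -0.47 and -0.34 and neuron between 1.17 and 1.33, which argues against such a share as the only cause. A lower germline and sperm output in infected pooled worms remains a hypothesis, and a difference in stage between the groups stays open.

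Cytosolic ribosomal protein genes were more often higher in standard samples and chemoreceptor genes in single worms, opposite to the lists of Tables S3 and S4 as the paper describes them. Under total count scaling, 84 chemoreceptor genes were still higher in single-worm samples, against 8 in standard samples, which argues against the scaling for this family. With a mean of at least 50 in both methods, 6 chemoreceptor genes were left, so low counts stay open as an explanation. Of the neuropeptide genes, 35 were higher in single-worm and 19 in standard samples, and 28 and 34 under total count scaling. Relative to all genes their median log2 ratio was -0.73 and -0.80 in these settings, but 0.71 with DESeq2 and 1.16 with DESeq2 on all 20 samples, and with all 20 samples and infection as a covariate 34 were higher in standard and 37 in single-worm samples. By count, more neuropeptide genes were higher in single-worm than in standard samples with DESeq2 (56 against 17) and with DESeq2 on all 20 samples (51 against 33). The counts of this family therefore depend on the scaling and the samples used, and its place relative to all genes on the tool. The cell cycle genes, 12 of them higher in standard and 2 in single-worm samples, turned to 5 and 7 with all 20 samples and infection as a covariate, so their direction depends on the samples used. Of 75 cytosolic ribosomal protein genes, 65 were higher in standard samples, as an exchange of the names of the 2 lists in the paper would give. That exchange is a candidate explanation. Core histone genes (24 of 29 higher in single-worm samples) and amino acid and one-carbon metabolism genes (14 higher in standard and 11 in single-worm samples) did not follow the ribosomal protein genes, so the exchange is not shown by all families. The numbers of genes do not settle this. Among genes with a read in both methods, DESeq2, the tool of the paper, gave 4658 higher in standard and 8398 in single-worm samples. These were nearer to the paper's 9677 and 4863 with the names exchanged. At 1.45-fold, DESeq2 gave 4860 and 8445, of which the former is close to 4863 and the latter short of 9677. Total count scaling, tested with limma, gave 8220 and 3347, in the paper's order. The set of samples compared by the authors is not given in the sources used here.

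The numbers of DEGs that the paper gives at a threshold of 1.5-fold were not met by the authors' deposited table at 1.5-fold, where it holds 1899 single-worm and 10122 standard DEGs. Of 21 thresholds tried from 1-fold to 2-fold in steps of 0.05, only 1 gave the paper's numbers. At this 1.45-fold, the authors' deposited table gave the paper's numbers in both methods and directions (1947 and 10565 DEGs), and the shared DEGs as well (1590 in the same direction). A threshold of 1.45-fold in place of 1.5-fold is a candidate explanation. The numbers of genes with a baseMean above 0 in the authors' deposited table were 29921 and 22389. Of the DEGs reported here, 1217 of 1223 in single worms and 8438 of 8498 in standard samples were also DEGs of the authors' deposited table at 1.45-fold.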
